# Transcriptomic analysis of submergence-tolerant and sensitive *Brachypodium distachyon* ecotypes reveals oxidative stress as a major tolerance factor

**DOI:** 10.1038/srep27686

**Published:** 2016-06-10

**Authors:** Irma Karla Rivera-Contreras, Teresa Zamora-Hernández, Ariana Arlene Huerta-Heredia, Jacqueline Capataz-Tafur, Blanca Estela Barrera-Figueroa, Piyada Juntawong, Julián Mario Peña-Castro

## Abstract

When excessive amounts of water accumulate around roots and aerial parts of plants, submergence stress occurs. To find the integrated mechanisms of tolerance, we used ecotypes of the monocot model plant *Brachypodium distachyon* to screen for genetic material with contrasting submergence tolerance. For this purpose, we used a set of previously studied drought sensitive/tolerant ecotypes and the knowledge that drought tolerance is positively associated with submergence stress. We decided to contrast aerial tissue transcriptomes of the ecotype Bd21 14-day-old plants as sensitive and ecotype Bd2-3 as tolerant after 2 days of stress under a long-day photoperiod. Gene ontology and the grouping of transcripts indicated that tolerant Bd2-3 differentially down-regulated *NITRATE REDUCTASE* and *ALTERNATIVE OXIDASE* under stress and constitutively up-regulated *HAEMOGLOBIN*, when compared with the sensitive ecotype, Bd21. These results suggested the removal of nitric oxide, a gaseous phytohormone and concomitant reactive oxygen species as a relevant tolerance determinant. Other mechanisms more active in tolerant Bd2-3 were the pathogen response, glyoxylate and tricarboxylic acid cycle integration, and acetate metabolism. This data set could be employed to design further studies on the basic science of plant tolerance to submergence stress and its biotechnological application in the development of submergence-tolerant crops.

Plants are genetically prepared to cope with soil flooding, as this is a challenge commonly faced during their lifespan. Flooding can be divided into two general categories: waterlogging, when water only covers the roots, and submergence, when even aerial tissues are left underwater^1^. In natural environments, flooding patterns have a strong influence on the type of species that colonize an area^2^. In agricultural fields, flooding can cause crop yield reductions that mount up to billions of dollars of losses^1^,^3^ and can cause a descendent economic cycle that can lead to poverty and migration^3^,^4^.Whether a consequence of days-long torrential rain associated with a tropical hurricane, or an hour-long winter rain, flooding can: disrupt O_2_ diffusion from the air to plant tissues, making O_2_ available at subnormal concentrations^5^ (<21% w/w, hypoxia); increase pathogen accession to cells^6^; block natural light^7^; and, when the water recedes, can create oxidative stress during recovery^8^. The systematic study of plant responses to waterlogging, submergence, hypoxic and anoxic stress has identified that plants take action towards diminishing the deleterious effects of these drawbacks. These responses also have normal physiological roles during germination^9^, organ development (reviewed in ref. 10), and crosstalk to other stresses, such as soil compaction, hydrocarbon pollution^11^, droughts, oxidative stresses^8^,^12^, the dark^13^ and pathogens^6^.

In plants, O_2_ supply disruption is confronted with a quick and sophisticated transition from an aerobic to anaerobic fermentative metabolism that can be divided into three phases: sensing, setting and maintenance. Oxygen sensing is achieved through constitutively expressed transcription factors of the *ETHYLENE RESPONSE FACTORS* group VII (*ERF*s-*VII*; reviewed in ref. 14), which possess a characteristic Met-Cys N-terminal domain^15^ (domain CMVII-1). Under normoxic (21% O_2_ w/w) conditions, ERFs-VII are substrates for the N-end rule enzymatic post-translational removal of Met^16^,^17^ and the concomitant oxidation of its second cysteine to cysteine sulfinic, or cysteine sulfonic acid by plant cysteine oxidases^18^ (PCO). This step occurs in the presence of O_2_ and the gaseous phytohormone nitric oxide (NO) and constitutes a signal for proteasome degradation^9^. Under hypoxic–anoxic conditions, cysteine oxidation is no longer performed and ERFs-VII proteins are stabilized and directed to the cell nuclei, where they induce transcriptional activation, directed towards setting an effective fermentative metabolism^16^,^17^. During this stage, a group of genes collectively known as the Hypoxia Core Genes (HCG) are induced; these include well-known fermentative enzymes such as alcohol dehydrogenase (ADH), pyruvate decarboxylase (PDC), alanine aminotransferase (AAT) and glutamic acid decarboxylase (GDH). HCG help to avoid the over-reduction of the NAD^+^ /NADH pool and maintain ATP synthesis through glycolysis and diverse fermentative routes at the expense of starch reserves^5^,^19^,^20^. This transcriptional activation is complemented with a translatomic change that has, as a consequence, the preferential ribosome loading of hundreds of signalling transcripts under anoxic conditions^21^.

During maintenance of the anaerobic metabolism, different auto-regulatory loops modulate the intensity of the response, of which two examples have been characterized: one involving *PCO* and the other the *HYPOXIA RESPONSE ATTENUATOR 1 (HRA1*). PCO promotes ERFs-VII cysteine oxidation and protein targeting to proteasomes^18^, while HRA1 inhibits ERFs-VII binding to DNA through direct protein–protein interactions^22^. Both *PCO* and *HRA1* are direct transcriptional targets of ERFs-VII. At the maintenance stage, a second group of strongly hypoxia-inducible ERFs-VII takes on the role of sustaining the transcriptional expression of HCG after the initial response^23^. If starch reserves are sufficient to fuel anaerobic energy extraction and allow survival until the water recedes, during reoxygenation, the plant cell has to manage a strong reactive oxygen species (ROS) burst, and paradoxically, a dehydration stress. Both challenges are faced with the induction of oxide-reduction enzymes and ABA sensitization^8^. Interestingly, at this stage, there is also another auto-regulatory loop that involves ERFs-VII, ABA and NO^9^.

The increased possibility of susceptibility to pathogen attack during submergence is counteracted with the expression of WRKY transcription factors that mobilize a toolbox of genes allowing the plant to recognize and act on bacteria and fungi, such as leucine-rich repeat kinases (LRRK), receptor-like kinases (RLK), wall-associated kinases (WAK) and peroxidases (PER)^6^.

The management of low light accessibility is achieved through a set of molecular events leading to increased angle (hyponastic) repositioning of the leaves outside the water level, thus raising the possibility of sustaining photosynthetic activity under stress^7^. Recently, it has been shown that the gaseous hormone ethylene, which accumulates around submerged tissues, coordinates cell expansion and division to promote the hyponastic response through the inhibition of *CYCLINA2;1* expression (*CYCA2*)^24^.

In addition to these general mechanisms – mostly discovered in the model plant *Arabidopsis thaliana* – plants that are native of flood-prone environments confront submergence with a set of physiological adaptations, such as aerenchymas, leaf gas films and focalized hyponastic responses^2^. However, most wild and agricultural relevant plants do not show these adaptations or have not developed them effectively.

The grass family (*Poaceae*) is one of the most important sources of products that satisfy human nutritional needs; cultivars of four domesticated grasses, namely maize (*Zea mays*; *Panicoideae*), wheat (*Triticum ssp*; *Pooideae*), sugarcane (*Saccharum ssp*.; *Panicoideae*) and rice (*Oryza sativa*; *Ehrhartoideae*), provide ≈50% of human caloric intake, with this proportion being even higher in developing countries^25^. However, molecular characterization of the mechanisms for tolerance to submergence in the grasses is uneven: in rice, this endeavour has been sustained for decades^26^, it has recently started in barley (*Hordeum vulgare*)^27^ and maize^28^ and only physiological characterization has been defined in wheat and sugarcane^29^,^30^. The natural genetic diversity of rice and maize has been used to find molecular mechanisms that are differentially expressed in tolerant versus sensitive varieties^28^,^31^.

Four loci associated with submergence tolerance have been characterized: *SUBMERGENCE1 (SUB1*), *SNORKEL (SK*) and *qAG-9-2* in rice and, more recently, *Subtol6* in maize. The genetic determinants of the *SUB1* and *SK* loci are ERFs-VII genes, *SUB1A* and *SK1/2,* respectively, and these orchestrate two different survival strategies^2^. *SUB1A* promotes the low-oxygen quiescence strategy (LOQS), which inhibits the gibberellic acid (GA) response, starch use, flowering and elongation to save energy resources while submerged^31^,^32^,^33^,^34^; and *SK1/2* orchestrates the low-oxygen escape strategy (LOES), which exacerbates GA signalling and promotes internode elongation, to escape submergence and reach the light^35^. *qAG-9-2* contains *TREHALOSE PHOSPHATE PHOSPHATASE 7*, a gene that permits submerged seed germination by altering the trehalose-6-phosphate (T6P)/sucrose ratio, with the consequence of promoting an accelerated anaerobic catabolism with amino acids as the final fermentative metabolites^36^. *Subtol6* is a maize locus that encompasses different submergence-induced genes, of which the most promising candidate as the main genetic determinant is *HAEMOGLOBIN 2 (HB2*) – a NO scavenger – that is constitutively expressed in tolerant cultivars and the expression of which is sustained under submergence^28^.

The discovery of the *SUB1* locus has allowed plant breeders in Asia to provide farmers with new non-transgenic varieties that have increased survival and yield rates after withstanding prolonged flooding^3^,^37^. *SUB1A-1* also improves drought tolerance^8^ as well as the quality of plant biomass as a raw material for biofuels^38^. Recently, the down-regulation of the N-terminal rule enzyme PROTEOLYSIS6 that destabilizes ERFs-VII proteins^14^ has been used to obtained barley varieties tolerant to waterlogging^27^. Research using the genetic diversity of *Arabidopsis*^39^, rice^40^ and aquatic plants^41^,^42^,^43^ has shown that there are other types of yet uncharacterized and species-particular molecular mechanisms that lead to improved submergence tolerance.

In this work, we employed ecotypes of the monocot model *Brachypodium distachyon*^44^ with different drought stress tolerances to screen for submergence-tolerant and submergence-sensitive variants. We then performed a comparative RNAseq-based transcriptomic study of these contrasting ecotypes under control and submergence stress in the presence of long-day photoperiod (16 h light/8 h dark). We hypothesized that the natural genetic diversity of this non-domesticated grass would allow us to find integrated mechanisms of tolerance.

## Results and Discussion

### Detection of *Brachypodium* ecotypes with contrasting tolerance to submergence stress tolerance. 

*Brachypodium* ecotypes have been previously screened for genetic material showing differential photosystem activity under drought stress^45^ and for contrasting flowering time and biomass architecture^46^. As Fukao *et al*.^8^ found that rice cultivars with enhanced submergence tolerance were also tolerant to drought stress; we decided to use this previous knowledge to select ecotypes that would display differential tolerance to submergence stress. We thus selected four ecotypes representing early or late flowering and high or low photosystem remnant activity under drought stress (Table 1).

Submergence stress has been applied to plants in different formats; for example, continuous dark^5^,^18^, continuous light^47^, a natural light cycle with midday harvesting^33^,^34^ and an artificial light/dark cycle with multiple collecting times^32^,^48^ or single collecting times^28^,^49^. Each approach has allowed the discovery of different submergence molecular responses, for example, lipid dynamics (continuous light)^47^, flowering inhibition (light/dark cycling)^32^ and dark-stress crosstalk (continuous dark)^5^.

In the present research, we decided to apply submergence stress under a controlled long-day (LD) light regime (16 h light/8 h dark) and to contrast the ecotypes tolerance at the juvenile (pre-flowering) stage. Our aim was to characterize a submergence response that included active circadian cycle oscillations^32^ and the management of light-dependent oxidative stress^5^.

All four selected *Brachypodium* ecotypes expressed a quiescent submergence response, since their plant tissue did not elongate after submergence stress (Fig. 1a). Additionally, *Brachypodium* displayed known stress affectations, such as leaf death and stunted growth, when compared to controls grown side-by-side (Fig. 1a). This ecotype selection and format of submergence stress allowed the detection of contrasting tolerance material by both visual examination (Fig. 1a) and by median lethal time (LT_50_) quantification (Fig. 1b). Bd21 was the most sensitive ecotype (LT_50_ = 2.6 ± 0.1 d), while Bd2-3 was a moderately tolerant ecotype (LT_50_ = 3.4 ± 0.1 d) and Bd1-1 and Tek10 were the most tolerant ecotypes, with similar LT_50_ values (4.7 ± 0.4 and 4.9 ± 0.6 d, respectively). These data support the reports that drought and submergence stress share common tolerance mechanisms^8^, since the ecotypes with most tolerant photosystems to drought stress (Bd1-1 and Tek10; Table 1) were also the most tolerant under submergence stress.

### *Brachypodium* ecotypes with contrasting tolerance to submergence and transcriptomic analysis

To find the transcripts, pathways and mechanisms differentially expressed in the submergence-susceptible and submergence-tolerant ecotypes of *Brachypodium*, we used a sequence-by-synthesis differential gene expression approach (RNA-Seq). As submergence-sensitive ecotype we choose Bd21 and as its tolerant counterpart, we decided to compare with the most developmentally similar ecotype Bd2-3. Although Bd1-1 and Tek10 were the most tolerant ecotypes, they have a more extended juvenile stage, up to 4-5 months to flowering transition when compared to Bd21^46^. Bd21 and Bd2-3 have a closer developmental program and temporality in their juvenile stages (Table 1); still, they have a contrasting submergence tolerance by both visual and quantitative parameters (Fig. 1b,c). Highlighting the importance of comparing similar developmental stages, it has been shown that starch management is different in distinct developmental stages^50^ and that *SUB1A-1* had differential activities in the juvenile (pre-flowering) and mature (post-flowering) stages in *Arabidopsis*^38^. In order to use Bd1-1 and Tek10 as contrasting materials, we plan in the future to screen for submergence-sensitive material of similar developmental pattern.

In choosing the appropriate sample collection time, we considered the plants’ circadian cycles, since diurnal cycle and submergence stress have been jointly studied in few reports^32^,^48^. Based on the Zeitgeber Time (ZT0 = start of daylight), we decided to collect at ZT13 (3 h before the start of night). Our rationale was that this would allow us to incorporate in our data set diurnally oscillating transcripts that typically have low expression values^51^ and weak statistical significance at the more frequently used midday collection time, as previously shown for *FT* and *CONSTANS (CO*)^32^. We expect that these steps will increase the future usefulness of this data set to further characterize the importance of plants' diurnal cycle in the response to submergence stress.

The chosen intensity was 48 h after imposing the stress, since our survival data and visual examination of stress symptoms indicated that this was the earliest point where the survival outcome was different between Bd21 and Bd2-3 (Fig. 1b,c); therefore, it would allow us to find mechanisms active in sustaining survival. As controls, we decided to use plants growing inside empty tanks located to the side of the submerged plants, thus removing any effects of light stress (Fig. 1c).

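RNA of whole aerial tissue was sequenced as 12 libraries, 3 in each of 4 groups: control and submerged plants of Bd21, the ecotype the paper treats as sensitive, and of Bd2-3, the tolerant one. Each library pooled 5 plants. The paper gives 48 h of submergence, light at 70 μE m-2 s-1, a start at ZT13 and 14-day-old plants, whereas the records of the samples give 40 μE m-2 s-1, a start at ZT14 and 16-day-old plants, and the record of the series gives 24 h. The authors trimmed the reads with Trimmomatic, aligned them to the Bd21 genome with TopHat2, counted them per gene with HTSeq and wrote CPM, counts scaled by library size, of 20743 genes with edgeR. Whole reads were recovered from the deposited CPM in every library, within a tolerance of 0.001 reads. They came to 22314550 to 28882473 reads per library in the Bd21 controls (median 25993513), 13626798 to 23152982 in submerged Bd21 (median 19765680), 18953367 to 22225608 in the Bd2-3 controls (median 20796125) and 22615697 to 25482503 in submerged Bd2-3 (median 23686065), 267495361 in all. The paper's Table S1 gives 291242708 sequenced reads, from 15025614 to 31054133 per library.
Each of 20258 genes with at least 1 CPM in at least 3 libraries was tested with limma on log2(CPM + 0.5), all 12 libraries in a single fit of 4 group means. Adjusted p-values are Benjamini-Hochberg values over these genes, a mean is given ± its SD over 3 libraries, and a log2 fold change with its standard error. The interaction is the response of Bd2-3 to submergence minus that of Bd21, and tests whether the ecotypes responded differently. Groups are named here as their libraries are labelled. Of 76 genes at 1 CPM or more in all Bd2-3 controls and under 0.1 CPM in all Bd21 controls, 59 (77.6%) showed the opposite among submerged libraries, on in those labelled Bd21 and off in those labelled Bd2-3, and 0 kept the pattern. Bradi5g04650 had 0.0793 ± 0.0188 CPM in the Bd21 controls, 105 ± 18.3 in submerged Bd21, 100.3 ± 23.8 in the Bd2-3 controls and 0.0608 ± 0.0231 in submerged Bd2-3. Across genes, the difference between the ecotypes in the controls and that under submergence correlated at r = −0.509, genes not being independent replicates. Ecotype labels exchanged in either treatment could give this pattern, which was not settled. Each response and each comparison of the ecotypes here thus depends on the labels as given. Genes expressed in all Bd21 control and submerged Bd2-3 libraries, and near 0 in a library of the other groups, stood at medians of 20.8% and 25.6% of that level in the Bd2-3 controls of columns 1 and 3 (13 genes) and of 29.1% and 30.4% in the submerged Bd21 libraries of columns 2 and 3 (56 genes). These 4 libraries are called the 4 mixed libraries here, and leaving them out is an alternative added after the data were seen. It leaves a lone library in the Bd2-3 controls (column 2) and in submerged Bd21 (column 1). Calls lost and counts lowered in that fit can come from the fewer libraries alone, and are not evidence of an effect of mixing.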

A total of 2.91 × 10^8^ reads were obtained, with 1.4–3.1 × 10^7^ individual library reads and >97% positive mapping to the *Brachypodium* genome v 2.1 (Supplementary Table S1; GEO submission: GSE74222). To analyse the data, we selected an FDR of 5.0 × 10^−05^ and a Log_2_FC value >1.5 or <−1.5 for up- and down-regulated genes, respectively. There were 317 commonly up-regulated transcripts, 466 exclusively up-regulated in Bd2-3 and 706 exclusively up-regulated in Bd21. 

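Submergence raised 240 genes in both ecotypes by the paper's criteria (adjusted p under 5e-05 and a log2 fold change over 1.5), against 21.6 expected from the sizes of the 2 lists. These criteria are those of the paper's Results. Its own counts equal those at the authors' deposited FDR under 5e-07, the bound of its Methods. Bradi2g11610, which its MapMan bin places among ethylene-responsive genes, went from 0.274 ± 0.127 to 526 ± 53.1 CPM in Bd21 and from 0.293 ± 0.0978 to 516 ± 65.4 CPM in Bd2-3 (n = 3), log2 fold changes of 9.42 and 9.35. Bradi1g22010, which matches a B12D protein, rose by log2 fold changes of 8.11 in Bd21 and 8.15 in Bd2-3. A further 573 genes met the criteria in Bd21 only and 299 in Bd2-3 only. The interaction itself passed an adjusted p under 0.05 for 502 (87.6%) of the 573, for 237 (79.3%) of the 299 and for 72 of the 240, classes chosen on the same values. Comparisons of the ecotypes reuse the libraries that chose these classes, so high shares are partly built in. Over all 20258 genes, Bd21 was lower than Bd2-3 for 5265 and higher for 5244 in the controls, and lower for 2205 under submergence. Of the 573 genes raised in Bd21 only, 540 (94.2%) were lower in the Bd21 controls than in the Bd2-3 controls. Of the 299 raised in Bd2-3 only, 177 (59.2%) were higher in the Bd21 controls and 210 (70.2%) were lower in submerged Bd21 than in submerged Bd2-3. Leaving out the 4 mixed libraries gave 38 for both, 80 for Bd21 only and 194 for Bd2-3 only, and with only the groups compared in each fit they were 154 for both and 295 for Bd21 only. Without the submerged Bd2-3 library of column 3, the genes raised in Bd2-3 only numbered 199.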

Regarding down-regulation, 330 transcripts were common, while 851 and 1026 were exclusive for Bd2-3 and Bd21, respectively (Fig. 2a). 

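Submergence lowered 177 genes in both ecotypes by the same criteria, against 34.4 expected, with 662 lowered in Bd21 only and 653 in Bd2-3 only. Bradi4g36601, which matches the aquaporin PIP2;5, a water channel of the plasma membrane, had log2 fold changes of −4.48 in Bd21 and −4.83 in Bd2-3. Bradi4g09257, a match of the metallothionein MT2A, fell in Bd21 from 1099 ± 184 to 55.8 ± 36.7 CPM, and had 233 ± 137 and 203 ± 91.8 CPM in control and submerged Bd2-3 (n = 3). Bradi2g18090, annotated as a late embryogenesis abundant protein, had −7.77 in Bd2-3 and −2.87 in Bd21 (−4.42 in edgeR). The interaction passed an adjusted p under 0.05 for 574 (86.7%) of the 662, 613 (93.9%) of the 653 and 55 of the 177, classes chosen on the same values. In the controls, Bd21 was above Bd2-3 for 614 (92.7%) of the 662 genes and below it for 578 (88.5%) of the 653. These libraries also chose the classes, so the shares are partly built in. Over all 20258 genes, Bd21 was above Bd2-3 in the controls for 5244 and below it for 5265. By the criteria, 155 genes were higher with submergence in Bd21 and lower in Bd2-3, against 33.3 expected, and 2 the other way, against 22.3. These were 55 (0.973 expected) and 91 (1.64 expected) without the 4 mixed libraries, 215 and 31 in DESeq2 (60.9 and 52.8 expected), 100 and 0 with only the groups compared and 59 and 0 with a mean of at least 5 CPM required.
At an adjusted p under 0.05 alone, 6733 genes were higher and 6514 lower with submergence in Bd21, and 5666 higher and 5598 lower in Bd2-3. Bd21 was higher than Bd2-3 for 5244 genes and lower for 5265 in the controls, and for 2186 and 2205 genes under submergence. The authors' scaling sets these splits: on CPM without it, Bd21 had 3966 genes higher and 9771 lower, Bd2-3 3889 and 7825, the controls 7374 and 3768, and the submerged libraries 2382 and 1762, with the median of all genes shifted by −0.28, −0.17, 0.15 and 0.04 on the log2 scale. The genes lowered by the criteria without the 4 mixed libraries numbered 13 in both, 130 in Bd21 only and 154 in Bd2-3 only. With only the groups compared in each fit they were 79 in both and 271 in Bd21 only, and without the Bd21 control of column 1 those of Bd21 only numbered 419.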

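Bradi4g44496, whose closest Arabidopsis match is the dehydration-responsive gene RD22, rose with submergence in both ecotypes. Its log2 fold change was 2.54 (standard error 0.16, adjusted p = 7.5e-08) in Bd21 and 2.25 (standard error 0.16, adjusted p = 1.75e-07) in Bd2-3. Among all genes it ranked 3 by mean CPM in submerged Bd21 and 6 in submerged Bd2-3, where it had 6725 ± 162 CPM (n = 3). Bradi4g45010 matches ASN1, an asparagine synthetase, which makes the nitrogen carrier asparagine. It ranked 1 in each of the 4 groups, with 9820 ± 1866 CPM in the Bd21 controls, 22633 ± 738 in submerged Bd21, 16452 ± 2027 in the Bd2-3 controls and 25531 ± 1024 in submerged Bd2-3. Its log2 fold change was 1.22 (standard error 0.28, adjusted p = 0.00187) in Bd21 and 0.64 (standard error 0.28, adjusted p = 0.0669) in Bd2-3. The Bd21 value was 1.18 without the 4 mixed libraries (adjusted p = 0.0985), whereas for Bd2-3 edgeR gave an adjusted p of 0.00948.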

For abundance reference purposes, we looked for the most abundant up-regulated transcript in both ecotypes under submergence and it was Bradi4g44496, an unknown gene, with 8539 ± 689 counts per million (CPM); while for the control samples, it was Bradi4g45010, which codes for the protein asparagine synthase 1, with 9819 ± 1866 CPM (Supplementary Table S2).

With this information, we took three concomitant approaches to identify differentially expressed mechanisms. First, transcripts were classified into groups according to their differential expression among the two ecotypes (Bd21/Bd2-3), combining the three possible states of constitutively (Cons), up- or down-regulated; this resulted in eight groups (excluding constitutive–constitutive; Supplementary Table S2). This strategy was verified by fuzzy K-mean clustering analysis obtaining similar results (Supplementary Table S3). Second, a gene ontology (GO; Fig. 2b, Supplementary Table S4), an ortholog search (in *Arabidopsis* and rice) and PAGEMAN analysis of these transcript groups were performed (Supplementary Table S5, Supplementary Methods). Finally, a manual reconstruction of the known hypoxia pivotal biochemical routes was performed (Supplementary Fig. S1,2). As previously noted^5^,^19^, a significant proportion of the transcriptome corresponded to unknown/unannotated transcripts; this varied from 142 transcripts in the group preferentially down-regulated in Bd21, up to 246 transcripts in the up-regulated group in Bd21.

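Genes with no known function, taken as those whose MapMan bin is unknown or missing, made up 258 (45.0%) of the 573 genes raised in Bd21 only, 100 (33.4%) of the 299 raised in Bd2-3 only and 70 (29.2%) of the 240 raised in both. Among lowered genes they were 185 (27.9%) of the 662 of Bd21 only, 291 (44.6%) of the 653 of Bd2-3 only and 39 (22.0%) of the 177 of both. Genes with neither a bin nor any annotation text numbered 145, 48 and 36 among the raised classes and 88, 163 and 22 among the lowered ones, in the same order. Bradi1g16151, which has no bin and matches a component of GPI transamidase (Gaa1-like) in Arabidopsis, had 0.114 ± 0.0515 CPM in the Bd21 controls and 149 ± 30.0 in submerged Bd21, and 102 ± 29.8 and 0.187 ± 0.0890 CPM in control and submerged Bd2-3 (n = 3). Its log2 fold change was 7.91 in Bd21 and −7.18 in Bd2-3, with an interaction of −15.10 (adjusted p = 1.44e-12). Bradi3g57955, also without a bin, had 0.0550 ± 0.0126 and 68.1 ± 19.2 CPM in Bd21 and 56.9 ± 13.7 CPM in the Bd2-3 controls, 1217-fold more than in submerged Bd2-3, where 3 reads in all give a counting interval of 416 to 5902. Levels of both genes cross between the ecotype labels from control to submerged libraries. Exchanged labels would give such values too, and this was not settled.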

To observe the functionality of expression grouping and to investigate if our transcriptomic data could be useful to find genes with diurnal oscillatory expression, we chose one transcript to represent each group (Fig. 2c) and performed a dusk-dawn expression kinetics at ZT13, ZT15, ZT22 and ZT2, immediately after imposing the submergence stress (Fig. 2d). 

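The alcohol dehydrogenase gene Bradi4g22620, whose enzyme reduces acetaldehyde to ethanol in fermentation, went from 0.589 ± 0.279 to 195 ± 67.1 CPM in Bd21 and from 1.60 ± 0.233 to 226 ± 52.6 CPM in Bd2-3 (n = 3). Its log2 fold change was 7.47 (standard error 0.24, adjusted p = 1.82e-10) in Bd21 and 6.74 (standard error 0.24, adjusted p = 2.68e-10) in Bd2-3, and the interaction did not pass (−0.74, adjusted p = 0.0869). Bradi3g58010, an α-amylase, which breaks down starch, rose from 0.697 ± 0.338 to 10.2 ± 3.27 CPM in Bd21 and from 6.24 ± 1.36 to 16.4 ± 7.90 CPM in Bd2-3. The log2 fold change was 3.16 (standard error 0.31, adjusted p = 2.27e-06) in Bd21 and 1.25 (standard error 0.31, adjusted p = 0.00414) in Bd2-3, and the interaction was −1.91 (adjusted p = 0.00328). Between the controls, the log2 fold change of Bd21 over Bd2-3 was −2.51 for the amylase (adjusted p = 3.87e-05) and −0.98 for the dehydrogenase (adjusted p = 0.00423; −1.48 in DESeq2). Bradi2g35450, a triacylglycerol lipase, fell in Bd21 from 24.0 ± 9.58 to 0.275 ± 0.0765 CPM. The interaction passed for the dehydrogenase in DESeq2 (−1.27, adjusted p = 0.00805). Without the 4 mixed libraries the amylase's change in Bd2-3 was 0.98 (adjusted p = 0.142) and its interaction −1.77 (adjusted p = 0.0798).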

*ALCOHOL DEHYDROGENASE 1 (ADH1*, Bradi4g22620; group Up–Up), *α-AMYLASE 1 (AMY1*, Bradi3g58010; group Up–Cons) and *TRIACYLCLYCERLOL LIPASE LIKE 1 (TLL1,* Bradi2g35450; group Down–Cons) were selected. As expected from prior knowledge and from the transcriptomic data, *ADH1* was rapidly induced in both ecotypes on submergence and its expression was sustained during the stress period; however, while we observed an up-regulation in Bd2-3, it was not statistically significant. *AMY1* was significantly active and up-regulated at night in the Bd2-3 control plants; however, at dusk under submergence stress it was 2-fold more up-regulated in Bd21 than it was in Bd2-3; its highest expression peak also shifted 7 h earlier in both ecotypes (Fig. 2e). As observed in the RNA-Seq data, *TLL1* was down-regulated under submergence stress in Bd21, but was constant and irresponsive in Bd2-3. 

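In the sequenced libraries the lipase gene Bradi2g35450 (TLL1) fell in Bd21 by a log2 fold change of −4.90 (standard error 0.33, adjusted p = 1.1e-07). In Bd2-3 it had 2.15 ± 1.01 CPM in the controls and 1.62 ± 0.195 CPM under submergence (n = 3), a log2 fold change of −0.23 (adjusted p = 0.563). The interaction was 4.66 (standard error 0.46, adjusted p = 7.97e-06). The Bd21 controls stood above the Bd2-3 controls by a log2 fold change of 3.21 (adjusted p = 9.33e-06), and submerged Bd21 below submerged Bd2-3 by −1.46 (adjusted p = 0.00771; −2.22 with a pseudocount of 0.1 CPM, −2.59 in edgeR and −2.60 in DESeq2). Bradi2g35440, another triacylglycerol lipase, had a log2 fold change of −4.85 in Bd21 (adjusted p = 1.53e-07) and of −0.72 in Bd2-3 (adjusted p = 0.0856). Without the 4 mixed libraries the difference of TLL1 between the submerged groups was −1.38 (adjusted p = 0.0945).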

Interestingly in the controls, it was inversely regulated during night-time between the ecotypes (Fig. 2f).

These examples that the collection time used, near the end of the day (ZT13) when diurnally controlled transcripts have higher expression^51^, allowed us to capture in our transcriptomic data genes under circadian control that can be further characterized by expression kinetics. Most studies on submergence or hypoxic stress have not explored the role of the circadian cycle regulated genes, since they have applied stress in the dark as a standard condition^19^. When submergence was applied under a 10 h light / 14 h dark cycle, it was found that *HEADING DATE 3a (HD3a*) *–* the rice ortholog to the florigen gene *FLOWERING LOCUS T (FT*) – lost its circadian rhythmicity, leading to late flowering under stress, and that this effect was exacerbated by the rice *ERF-VII* gene *SUBMERGENCE1A-1 (SUB1A*), itself up-regulated at the end of the day under regular growth^32^. This ERFs-VII up-regulation at the end of the day on both normal and submergence conditions has also been reported in soybean^48^ (*Glycine max*) and has been observed in rice under dark stress^13^. The study of submergence stress under light conditions allowed involving very-long-chain fatty acids in a ROS regulatory role through acyl-CoA-binding proteins (ACBP), which are also capable of binding ERFs-VII proteins under normoxic conditions^47^.

### Oxidative stress management is differentially expressed in the submergence-tolerant ecotypes of *Brachypodium*

GO analysis showed that tolerant Bd2-3 significantly expressed both up- and down-regulated transcripts in the GO category oxidation–reduction processes (GO:0055114), while Bd21 had down-regulated transcripts in the GO process of the response to oxidative stress (GO:0006979; Supplementary Table S4; Fig. 2b). 

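Of the genes that met the paper's criteria in Bd2-3 only, 22 of those raised and 31 of those lowered carry the term oxidation-reduction process, against 8.52 and 16.6 expected (adjusted p = 0.00028 and 0.00296). The genes lowered in Bd21 only held 33 with this term, against 18.6 expected (adjusted p = 0.00458). The term response to oxidative stress covered 13 genes lowered in Bd21 only, against 3.13 expected (adjusted p = 0.000104), and 10 raised in Bd2-3 only, against 1.43 (adjusted p = 1.58e-05). Of all 512 tested genes of oxidation-reduction, 167 were higher and 218 lower with submergence in Bd21, and 161 higher and 177 lower in Bd2-3. Of 86 genes of response to oxidative stress, 20 were higher and 51 lower in Bd21, and 31 higher and 31 lower in Bd2-3. The 16 genes that the study lists under this term as lowered in Bd21 were all lower there (median log2 fold change −1.88), and in Bd2-3 3 were higher and 5 lower. That list was chosen on these samples, so it is not independent evidence of its direction. Enrichment was tested with a one-sided hypergeometric test over 10701 genes with any term, 42 tests adjusted together. This test was added after the files were read. It takes genes as independent, so its p-values can be too small where genes vary together.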

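Class III peroxidases, enzymes that use hydrogen peroxide to oxidise other compounds, had a list interaction with an adjusted p of 0.00049, lost with an estimated correlation (adjusted p = 0.530). Of 59 measured, 13 were higher and 35 lower with submergence in Bd21, and 25 higher and 18 lower in Bd2-3 (26 higher and 18 lower when adjusted over the list alone). Bradi4g27680 fell in Bd21 by a log2 fold change of −0.74 and rose in Bd2-3 by 1.72 (interaction 2.46, adjusted p = 1.32e-05). Bradi3g09100 (−0.84 and 1.63) and Bradi1g17860 (−1.01 and 1.53, in edgeR −1.54 and 2.89) did likewise, while Bradi4g05190 rose in both (1.03 and 2.71, in edgeR 1.76 and 4.67). Bradi2g51900, which matches frataxin, a mitochondrial protein of iron-sulphur cluster assembly, had 17.2 ± 4.06 and 10.6 ± 3.78 CPM in control and submerged Bd21 and 8.33 ± 2.56 and 29.0 ± 1.87 CPM in Bd2-3 (n = 3). The cytochrome P450 gene Bradi2g10294 had log2 fold changes of −0.85 in Bd21 and 1.94 in Bd2-3. Bradi4g34690 and Bradi2g05208 rose in Bd2-3 by 3.99 and 2.05 (6.51 and 3.30 in edgeR) and did not pass in Bd21 (0.58, adjusted p = 0.0514, and −0.38, adjusted p = 0.285).
The peroxidase list fell against other genes in Bd21 (adjusted p = 0.0287, camera with a preset correlation of 0.01, and 0.548 with an estimated correlation) and did not pass as a list in Bd2-3 (adjusted p = 0.275). It was higher in the Bd21 controls than in the Bd2-3 controls, with 28 genes higher and 10 lower (29 and 11 over the list alone, adjusted p = 0.00293), and lower in submerged Bd21 than in submerged Bd2-3, with 6 higher and 15 lower (7 and 25 over the list alone, adjusted p = 0.0122). Each of these 3 calls was lost with the correlation among the genes estimated (adjusted p = 0.548 with an estimated correlation). In that setting no list of any kind passed in camera, the lowest adjusted p being 0.548 in the 4 contrasts and 0.530 for the interactions. Such a loss therefore does not set any list apart from the others. Of 42 genes of ascorbate and glutathione metabolism, which removes peroxide, 12 were higher and 19 lower in Bd21 and 10 higher and 14 lower in Bd2-3, the same counts over the list alone (adjusted p = 0.364 and 0.537). In the controls Bd21 was higher for 9 and lower for 15 of them, and under submergence higher for 3 and lower for 5. The peroxidase list's adjusted p in Bd21 was 0.0533 without the 4 mixed libraries, 0.0554 in edgeR, 0.0660 in DESeq2, 0.184 on CPM without the authors' scaling and 0.398 with a mean of at least 5 CPM required. With that filter it was 0.124 in the controls, and under submergence it was 0.0500 with the bins of the gene table, 0.0633 without the submerged Bd21 library of column 3 and 0.124 without the 4 mixed ones. The fall of the frataxin gene Bradi2g51900 in Bd21 (−0.73, adjusted p = 0.0305; −1.38 without the 4 mixed libraries) ended without the submerged Bd21 library of column 1 (−0.40, adjusted p = 0.155), the Bd21 control of column 2 (−0.55, adjusted p = 0.105) or that of column 1 (adjusted p = 0.0520).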

The 35 up-regulated transcripts in Bd2-3 included those that code for enzymes known to end-detoxify or use ROS^52^, such as ascorbate oxidases (ASO), ascorbate peroxidases (ASP), peroxidases (PER), p450 cytochromes (P450) and the Fe-S cluster biosynthetic protein frataxin (FRA)^53^.

Transcripts involved in oxidation–reduction processes that were down-regulated in Bd2-3 could be subdivided into two further categories: those that, despite being down-regulated due to submergence stress in Bd2-3, still had the same expression when compared to Bd21 under stress; and those that were truly down-regulated in Bd2-3, compared to Bd21. In the first subset, we found isoforms of organic acids modifying enzymes (e.g. phosphoenlolpyruvate decarboxylase, aldehyde reductase and 6-phosphogluconate dehydrogenase), p450 cytochromes and ACC oxidases; these may indicate a stronger constitutive ethylene synthesis in Bd2-3 than in Bd21. In the second subset, we found more transcripts for p450 uncharacterized cytochromes and all three *Brachypodium NITRATE/NITRITE REDUCTASE* (NR) annotated genes (Bradi3g37940, Bradi3g57680, Bradi3g57990). 

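All 3 genes fell with submergence in Bd2-3. Bradi3g37940 and Bradi3g57680 match nitrate reductases of Arabidopsis, which reduce nitrate to nitrite and can release nitric oxide, and Bradi3g57990 matches the nitrite reductase NIR1. In Bd2-3, Bradi3g37940 went from 329 ± 46.5 to 9.31 ± 1.19 CPM (log2 fold change −5.07, standard error 0.37, adjusted p = 2.14e-07), Bradi3g57680 from 111 ± 17.6 to 0.262 ± 0.0756 CPM (−7.18, standard error 0.59, adjusted p = 5.69e-07) and Bradi3g57990 from 400.2 ± 30.4 to 30.3 ± 5.74 CPM (−3.72, standard error 0.27, adjusted p = 1.8e-07; n = 3). In Bd21 only Bradi3g57990 passed (−1.09, adjusted p = 0.0031). Bradi3g37940 had −0.88 (adjusted p = 0.0522) and Bradi3g57680 −0.73 (adjusted p = 0.293). The interaction passed for each, at −4.19, −6.45 and −2.62. Of 22 genes of nitrogen metabolism, 7 were higher and 9 lower in Bd21 (7 and 10 when adjusted over the list alone) and 6 higher and 7 lower in Bd2-3 (7 and 7), with an adjusted p of 0.912 in each. Among the controls, Bd21 was higher for 7 of them and lower for 8 (8 and 8 over the list alone), and higher for 2 and lower for 3 under submergence (2 and 4). Without the Bd21 control of column 3 the Bd21 values were −1.43 for Bradi3g37940 (adjusted p = 0.000343) and −1.42 for Bradi3g57680 (adjusted p = 0.0324), and edgeR and DESeq2 also called the first (adjusted p = 0.0172 and 0.0143). For Bradi3g57990 the Bd21 value was −0.68 without the Bd21 control of column 2, and −1.12 without the 4 mixed libraries (adjusted p = 0.0948).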

*NRs* were expressed more in the control Bd2-3 than in Bd21 (combined transcript abundances of 760–913 and 90–307 CPM, respectively) and were more strongly down-regulated in Bd2-3 than in Bd21 by submergence stress (31.9–44.8 and 75.0–82.6 CPM; Log_2_FC −4.3 and −1.2, respectively; Fig. 3a). In this same category, we found two out of the five annotated *ALTERNATIVE OXIDASE (AOX*) transcripts (Bradi5g20540 and Bradi5g20547) differentially down-regulated in Bd2-3, when compared to Bd21 (constitutive or up-regulated; Fig. 3b).

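Summed over Bradi3g37940, Bradi3g57680 and Bradi3g57990, the reductases of nitrate and nitrite had 840.5 ± 76.8 CPM in the Bd2-3 controls and 39.9 ± 6.94 CPM in submerged Bd2-3. In Bd21 the sums were 182 ± 112 and 78.6 ± 3.85 CPM (n = 3). The log2 ratio of submerged to control means was −4.40 in Bd2-3 and −1.21 in Bd21 (−0.60 without the Bd21 control of column 2), and that of Bd21 to Bd2-3 was −2.21 in the controls and 0.98 under submergence. In each of these 4 comparisons each library of a group lay above every library of the other (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Gene by gene, Bd21 was lower in the controls by a log2 fold change of −2.51 for Bradi3g37940 (adjusted p = 0.000152), −5.63 for Bradi3g57680 (adjusted p = 1.17e-05) and −1.99 for Bradi3g57990 (adjusted p = 7.35e-05). Under submergence Bradi3g37940 was higher in Bd21 by 1.68 (adjusted p = 0.00746; 1.89 and 0.122 without the 4 mixed libraries).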

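Alternative oxidase passes electrons from ubiquinone to oxygen in the mitochondrion without pumping protons. Bradi5g20540 (AOX1A by its Arabidopsis match) had 91.4 ± 27.0 CPM in the Bd2-3 controls and 5.80 ± 0.0469 CPM in submerged Bd2-3, and 10.2 ± 5.72 and 13.8 ± 1.93 CPM in control and submerged Bd21 (n = 3). It fell in Bd2-3 by a log2 fold change of −3.83 (standard error 0.30, adjusted p = 3.1e-07) and did not pass in Bd21 (0.54, adjusted p = 0.126). Bradi5g20547 (AOX1B) fell in Bd2-3 from 2.48 ± 1.13 to 0.156 ± 0.0593 CPM (−2.12, adjusted p = 4.53e-05) and rose in Bd21 from 0.133 ± 0.203 to 1.90 ± 0.631 CPM (1.93, adjusted p = 7.51e-05). The interaction was −4.36 and −4.06 (adjusted p = 6.15e-06 and 9.33e-06). Of the other 3 annotated genes, Bradi5g20557 rose in Bd21 (1.55) and fell in Bd2-3 (−1.11), Bradi3g52505 fell in Bd21 (−1.09) and had −0.12 in Bd2-3 (adjusted p = 0.446), and Bradi5g25540, which matches the plastid terminal oxidase, rose in Bd21 by 0.30 (adjusted p = 0.00802, but 0.963 on CPM without the authors' scaling) and had 0.01 in Bd2-3 (adjusted p = 0.959). Submerged Bd21 was above submerged Bd2-3 for Bradi5g20540 by 1.17 (adjusted p = 0.0141) and for Bradi5g20547 by 1.84 (adjusted p = 0.00088). The former call ended without the submerged Bd21 library of column 1 (adjusted p = 0.0608) and without the 4 mixed libraries (adjusted p = 0.127), and without the Bd21 control of column 2 the change of Bradi5g20540 in Bd21 was 0.94 (adjusted p = 0.00197). For Bradi5g20547 edgeR gave a log2 fold change of −3.96 in Bd2-3 and 4.00 in Bd21, 3.60 between the submerged groups and an interaction of −7.95.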

The simultaneous down-regulation of transcripts for both ROS end-detoxification enzymes (AOX) and for ROS generating enzymes (NRs) in the tolerant ecotype Bd2-3 prompted us to look for the expression of components of the NO homeostasis cycle, especially transcripts coding for *HB1* and *NAD(P)H OXIDOREDUCTASES (NOR*)^54^. 

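Non-symbiotic haemoglobins bind nitric oxide and oxygen. Bradi1g69320, which matches the Arabidopsis haemoglobin GLB1, had 0.169 ± 0.0231 CPM in the Bd21 controls and 39.6 ± 25.8 CPM in the Bd2-3 controls (n = 3), a log2 fold change of −5.73 (standard error 0.33, adjusted p = 1.02e-07). The 3 Bd2-3 controls had 23.2, 69.3 and 26.2 CPM. Bradi1g37100, a match of the truncated haemoglobin GLB3, rose with submergence from 21.8 ± 1.53 to 31.8 ± 3.16 CPM in Bd21 (log2 fold change 0.53, standard error 0.10, adjusted p = 0.000408) and from 20.6 ± 0.446 to 38.4 ± 3.95 CPM in Bd2-3 (0.88, standard error 0.10, adjusted p = 8.22e-06). Bradi2g19690, another match of GLB1, had 0.568 ± 0.287 and 0.619 ± 0.315 CPM in control and submerged Bd21 (0.06, adjusted p = 0.865) and fell in Bd2-3 from 2.74 ± 0.805 to 0.975 ± 0.562 CPM (−1.18, standard error 0.31, adjusted p = 0.00529). On CPM without the authors' scaling, the change of Bradi1g37100 in Bd21 was 0.24 (adjusted p = 0.0426), and without the 4 mixed libraries it was 0.38 (adjusted p = 0.0738).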

Three *HB*-like annotated genes were found: two of them were statistically constitutive in both control and stress plants for both ecotypes (Bradi1g37100, 28.1 ± 1 CPM; and Bradi2g19690, 1.22 ± 1.03 CPM) and a third transcript (Bradi1g69320, *HB1*), which was grouped with the Up–Cons genes because of its very low expression in the controls of Bd21 (0.14–0.19 CPM) and its constitutive expression in control Bd2-3 (26.2–69.2 CPM). Under submergence stress, *HB1* was strongly up-regulated in Bd21 but remained statistically constant in Bd2-3 (8.1 and 0.69 Log_2_FC, respectively; Fig. 3c). 

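Bradi1g69320 (HB1) rose with submergence in Bd21 to 48.7 ± 16.7 CPM, a log2 fold change of 6.15 (standard error 0.33, adjusted p = 1.64e-08). Submerged Bd2-3 had 63.8 ± 5.04 CPM (n = 3), a log2 fold change of 0.86 over its controls (standard error 0.33, adjusted p = 0.0396). The interaction was −5.29 (standard error 0.46, adjusted p = 2.79e-06), and submerged Bd21 and Bd2-3 did not differ by the test (−0.44, adjusted p = 0.367). The Bd2-3 controls of columns 1 and 3 and the submerged Bd21 libraries of columns 2 and 3 are the 4 mixed libraries. The change in Bd2-3 was 1.35 without the Bd2-3 control of column 2 (adjusted p = 0.000233), 0.69 in edgeR (adjusted p = 0.0982) and 0.68 in DESeq2 (adjusted p = 0.192), and it missed an adjusted p of 0.05 without the Bd2-3 control of column 1 (0.57, adjusted p = 0.174), that of column 3 (0.66, adjusted p = 0.145), the submerged Bd2-3 library of column 1 (adjusted p = 0.0948), column 2 (adjusted p = 0.0888) or column 3 (adjusted p = 0.0632) or the submerged Bd21 library of column 2 (adjusted p = 0.0519). Without the 4 mixed libraries it was −0.12 (adjusted p = 0.581) and submerged Bd21 was below submerged Bd2-3 by −0.90 (adjusted p = 0.0108).

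**Figure D1:**
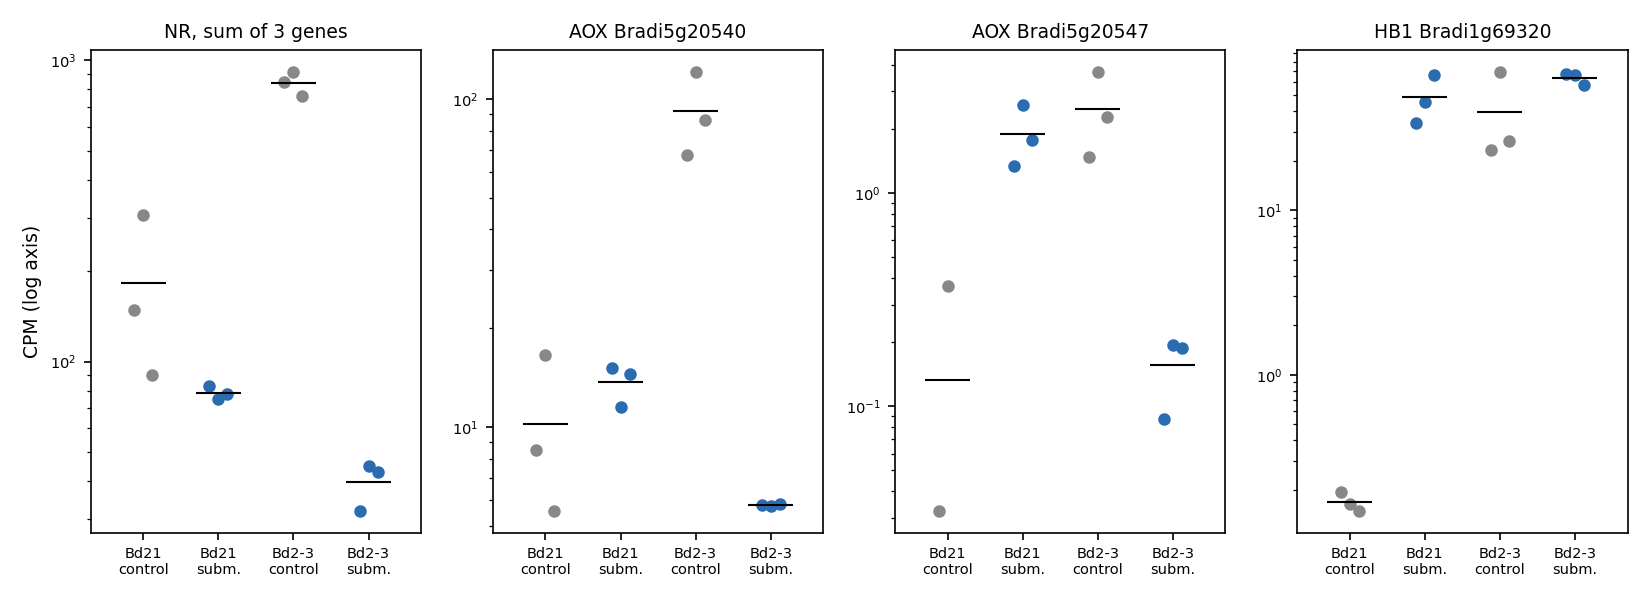
CPM on a log axis in the 12 libraries by ecotype and treatment for the summed reductases of nitrate and nitrite, for Bradi5g20540 (AOX1A), Bradi5g20547 (AOX1B) and Bradi1g69320 (HB1). Points are libraries and lines are group means, and the Bd21 control of column 3, at 0 CPM of Bradi5g20547, is not drawn. The reductases lie highest in the Bd2-3 controls, and HB1 lies under 0.2 CPM in the Bd21 controls and above 20 CPM in the other groups.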

We found five annotated *NOR* genes, two of them were up- or down-regulated, but accounted only for 3% of global *NOR* transcripts, while the others were not differentially expressed among the ecotypes or treatments.

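The genes drawn as NAD(P)H oxidoreductases in Fig. 3f summed to 166 ± 13.5 CPM in the Bd21 controls, 179 ± 8.53 in submerged Bd21, 181 ± 4.16 in the Bd2-3 controls and 187 ± 8.60 in submerged Bd2-3 (n = 3). The log2 ratio of submerged to control means was 0.11 in Bd21 and 0.05 in Bd2-3 (two-sided exact permutation test, p = 0.3 and 0.4, the smallest possible p being 0.1). Bradi4g39950 rose in both ecotypes, by a log2 fold change of 0.78 in Bd21 (adjusted p = 0.03) and 2.49 in Bd2-3 (adjusted p = 1.08e-05). Bradi4g39960 fell, by −1.26 in Bd21 (adjusted p = 0.0107) and −1.88 in Bd2-3 (adjusted p = 0.00103). Together these 2 genes held 1.43% of the sum in the Bd21 controls, 1.07% in submerged Bd21, 1.30% in the Bd2-3 controls and 2.31% in submerged Bd2-3. The rise of Bradi4g39950 in Bd21 ended without any single one of the Bd21 controls of columns 1 and 3 (adjusted p = 0.118 and 0.116) and the submerged Bd21 libraries of columns 2 and 3 (adjusted p = 0.0968 and 0.0835), with only the groups compared (adjusted p = 0.0541) and without the 4 mixed libraries (adjusted p = 0.45). The fall of Bradi4g39960 in Bd21 was −0.66 without the Bd21 control of column 2, and −2.49 in edgeR, where that in Bd2-3 was −3.41.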

We further measured *HB1* and *AOX1* expression by qPCR during the first 12 h of stress. As indicated by RNA-Seq, Bd2-3 had a higher pre-stress *HB1* expression than Bd21. The difference was maintained until the early morning (ZT12), when its expression also increased in Bd21, probably indicating a normal ROS burst after the restart of illumination, as previously proposed by Lee *et al*.^5^. When submergence stress was imposed, *HB1* was more expressed in Bd2-3 than in Bd21, especially late at night (ZT22) and in the early morning (Fig. 4a). *AOX1* expression under control conditions was low and remained constant throughout the night and until the morning, when a significant increase in expression was detected only in Bd21; under submergence stress, *AOX1* expression in Bd2-3 overlapped with that of the control, however in Bd21 it was up-regulated throughout the night (Fig. 4b). These data may indicate that Bd21 under submergence stress suffers early oxidative stress and relies on downstream ROS management enzymes, such as AOX, while Bd2-3 ROS homeostasis is efficiently managed through *HB1.*

To visually assess the significance of these molecular data at the physiological level, leaves of all four *Brachypodium* ecotypes studied were stained after 24 h of submergence stress with NBT (Fig. 4c) and DAB (Fig. 4d), indicating superoxide and peroxide presence, respectively 8,28. For both ROS, the submergence-sensitive Bd21 showed more staining than the more tolerant ecotypes. We also quantified formazan absorbance (superoxide) and Amplex Red oxidation (peroxide) after 24 h of submergence stress obtaining similar results (Supplementary Methods and Supplementary Fig. S3).

Taken together, these data suggest that an important determinant for submergence tolerance in these *Brachypodium* ecotypes is the coordinated management of oxidative stress, ranging from the attenuation of NO generation by *NR* down-regulation, NO scavenging through *HB1* and diversification of the final electron acceptor options, such as ascorbate and water (Fig. 3d). 

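In the controls, Bd2-3 had more of the nitrate reductase Bradi3g37940, the alternative oxidase Bradi5g20540 and the haemoglobin Bradi1g69320 than Bd21, and under submergence less of the first pair and an HB1 level that did not differ by the test. For the alternative oxidase Bradi5g20540 the controls differed by a log2 fold change of −3.19 (standard error 0.30, adjusted p = 4.84e-06), and for Bradi5g20547 by −2.21 (standard error 0.29, adjusted p = 5.93e-05; −4.36 in DESeq2). In all, 59 of the 87 measured genes that the paper names had an interaction with an adjusted p under 0.05, in a fit where 9810 of 20258 genes had one. From the lower reductase transcripts, the haemoglobin and the alternative electron acceptors, together with its qPCR and staining, the paper proposes coordinated control of oxidative stress as one important determinant of tolerance, in which less nitric oxide is made, more is scavenged and final electron acceptors are diversified. The libraries labelled Bd2-3 control and Bd21 submerged that hold the 4 mixed ones enter each of these comparisons. The comparisons also rest on the ecotype labels as given, and whether those of either treatment were exchanged was not settled. With the submerged labels exchanged, 3 genes in place of 829 had an interaction by the paper's criteria.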

Interestingly, Campbell *et al*.^28^ also found a constitutively expressed *HB1* concomitant with the down-regulation of *AOX* in maize varieties with superior submergence tolerance, opening the possibility that this mechanism may be extended to agriculturally relevant grasses.

In pre-flowering plants, the control of ROS toxicity would not be the only benefit obtained from a robust ROS management system. From the knowledge obtained in *Arabidopsis,* it would also have, as a consequence, the stabilization of ERF-VII proteins through NO removal^9^ and, in turn, would improve stress sensing^14^,^16^,^17^, sustain the expression of HCG^23^, avoid tricarboxylic acid (TCA) cycle inhibition by NO at the aconitase step^55^ (Fig. 3e), and create a positive regulatory loop, since the promoter of *HB1* is a direct target of ERFs-VII^56^. These steps would improve plant survival, not only to hypoxia but also to other stresses too^12^.

One scenario where NO removal would be counterproductive for submergence tolerance is during underwater germination. In germinating rice, *HB-like* transcripts are repressed during submergence^57^; this would allow NO to accumulate and degrade ERFs-VII, thereby promoting germination^9^.

### Signalling, phosphorylation and pathogen response

Transcripts involved in protein phosphorylation (GO:0006468) were commonly up-regulated in both Bd21 and Bd2-3 (33), as well as being differentially induced (67 and 54, respectively). 

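Protein kinases and other genes of protein phosphorylation, which relay signals from receptors, rose more often than they fell. Of 939 tested genes with this term, 444 were higher and 225 lower with submergence in Bd21, and 380 higher and 216 lower in Bd2-3. By the paper's criteria 22 rose in both ecotypes (12 expected, adjusted p = 0.0146), 57 in Bd21 only (27.6 expected, adjusted p = 3.64e-06) and 36 in Bd2-3 only (15.6 expected, adjusted p = 1.58e-05). The kinase gene Bradi4g24302, which matches the receptor-like kinase CRK34, rose in Bd21 and fell in Bd2-3. It had 2.51 ± 0.728 CPM in the Bd21 controls and 590.2 ± 134 in submerged Bd21. In Bd2-3 it had 607 ± 199 CPM in the controls and 3.45 ± 0.963 under submergence (n = 3). Its low groups stand above the bound of 0.1 CPM, so it is not counted among the genes that crossed between the ecotype labels. Its levels still cross in the same way, and exchanged labels would give such values too. Its log2 fold change was 7.63 in Bd21 (adjusted p = 2.13e-10) and −7.24 in Bd2-3 (adjusted p = 2.68e-10).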

The analysis of these transcripts showed a complex picture that involves proteins of a diverse nature, such as wall-associated kinases, leucine-rich-repeat kinases and light-repressible kinases, and proteins containing the domain of unknown function 26 of both kinase- (CK) and lectin-like families (DUF26; Fig. 5). 

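Wall-associated kinases, receptors that span the cell wall and the plasma membrane, had a list interaction that did not pass (adjusted p = 0.523). Of 17 measured, 9 were higher and 2 lower with submergence in Bd21, and 4 higher and 4 lower in Bd2-3, the same counts when adjusted over the list alone (adjusted p = 0.144 and 0.813). Bradi5g03632 (WAK3 by its Arabidopsis match) rose in Bd21 from 6.56 ± 0.856 to 25.7 ± 3.83 CPM (log2 fold change 1.89, adjusted p = 1.39e-05) and fell in Bd2-3 from 19.1 ± 1.29 to 5.10 ± 2.28 CPM (−1.89, adjusted p = 1.78e-05; n = 3). Bradi2g38260 (WAK4) rose in Bd21 by 0.66 and fell in Bd2-3 by −0.63 (−0.41 without the submerged Bd2-3 library of column 1), with interactions of −3.78 for the former gene (adjusted p = 2.51e-06) and −1.29 for the latter (adjusted p = 0.000852). In the controls 2 of the 17 were higher and 7 lower in Bd21 (adjusted p = 0.373), against 2 and 4 under submergence (4 and 4 over the list alone, adjusted p = 0.670). With a mean of at least 5 CPM required, the list's adjusted p in Bd21 was 0.0246.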

We propose that a differential plant pathogen response may harmonize the detection of this transcripts group.

Submergence increases the bacterial load by an order of magnitude, when compared to controls, and submerged plants counteract this with a coordinated pathogen (fungi and bacteria) response that includes pattern recognition receptor proteins, most of them kinases^6^. Of special interest are the *DUF26* transcripts, which constitute half of this group in *Brachypodium* (Fig. 5). 

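DUF26 receptor kinases, cysteine-rich receptor-like kinases of the plasma membrane, rose in both ecotypes. Of 115 measured, 69 were higher and 17 lower with submergence in Bd21 (the same when adjusted over the list alone; adjusted p = 1e-05), and 72 higher and 10 lower in Bd2-3 (74 and 11 over the list alone, adjusted p = 6.22e-09), both calls lost with an estimated correlation (adjusted p = 0.548). Bradi5g21870, which is in the list by its bin and matches a leucine-rich repeat kinase in Arabidopsis, rose from 72.9 ± 15.0 to 394 ± 43.8 CPM in Bd21 and from 89.6 ± 14.9 to 393 ± 48.4 CPM in Bd2-3 (n = 3), log2 fold changes of 2.44 and 2.13. Bradi1g25552 (CRK10) rose by 2.28 in Bd21 and 1.69 in Bd2-3 (interaction −0.59, adjusted p = 0.0389). Of the phosphorylation genes that met the paper's criteria, list members were 9 of the 22 raised in both, 12 of the 57 raised in Bd21 only and 10 of the 36 raised in Bd2-3 only. In the controls Bd21 was higher for 19 members and lower for 43 (19 and 45 over the list alone, adjusted p = 0.0884), and under submergence higher for 6 and lower for 26 (6 and 28 over the list alone, adjusted p = 0.00171, and 0.548 with an estimated correlation).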

Miyakawa *et al*.^58^ concluded through structural and binding assays that GINKBILOBIN2 – a DUF26 lectin protein from *Ginko biloba* – acts as a specific mannan-binding protein that exerts an antifungal blocking of cell-wall biosynthesis. Supporting the role of DUF26 proteins during pathogen defence, Wrzaczek *et al*.^59^ found dynamic expression patterns of *DUF26* kinase transcripts in response to extracellular ROS induced by ozone that resembles a plant pathogen response. Interestingly, Narsai and Whelan^57^ performed a transcriptomic meta-analysis contrasting rice (representing a hypoxia tolerant genetic background) and *Arabidopsis* (hypoxia sensitive) at the germination stage; they found that *DUF26* transcripts were preferentially up-regulated in rice, probably preparing the seedling to thrive in an aqueous pathogen-prone environment. Our ortholog analysis indicated the same results in *Brachypodium*, highlighting the importance of DUF26 proteins in monocot response to submergence stress (Supplementary Table S5, ORTHOMCL1093).

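Of the 36 phosphorylation genes raised in Bd2-3 only by the paper's criteria, 27 were lower in submerged Bd21 than in submerged Bd2-3, and 11, all among these 27, were not higher in submerged than in control Bd21 at an adjusted p under 0.05. Of the 57 raised in Bd21 only, 54 were lower in the Bd21 controls than in the Bd2-3 controls. For 43 of these 57, submerged Bd21 either lay within 1 log2 unit of the Bd2-3 controls or did not differ from them at an adjusted p under 0.05. A missed test does not show equal levels. The classes were chosen on these same libraries, so such shares are partly built in. Of all 939 tested genes with the term, 302 were lower in Bd21 than in Bd2-3 in the controls and 154 under submergence.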

Our transcriptomic data indicated that most of the transcripts (49 of 54) related to protein phosphorylation that were up-regulated in Bd2-3 under submergence stress remained constant in Bd21, or were not expressed to the same degree during stress, when compared to Bd2-3; conversely, most of those up-regulated in Bd21 under stress (51 of 67) were already constitutively expressed at the same level in the control Bd2-3, so did not need further up-regulation under stress in Bd2-3 (Fig. 5). With this information, we hypothesized that Bd2-3 is an ecotype constitutively prepared to detect and respond to a wider range of pathogen signals. In support of this hypothesis, Bd2-3 preferentially up-regulated transcripts involved in defence responses (GO:0006952). 

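Genes of the biotic stress bins, which hold pathogenesis-related proteins and resistance genes, had a list interaction that did not pass (adjusted p = 0.0718, and 0.530 with an estimated correlation). Of 202 measured, 61 were higher and 68 lower with submergence in Bd21, the same when adjusted over the list alone (adjusted p = 0.946), and 88 higher and 46 lower in Bd2-3 (90 and 46 over the list alone, adjusted p = 0.0306, and 0.548 with an estimated correlation). Bradi4g17020, which matches the NADPH oxidase RBOHD, a source of superoxide in defence, rose from 183 ± 9.56 to 428 ± 23.0 CPM in Bd21 and from 336 ± 39.7 to 486 ± 75.2 CPM in Bd2-3 (n = 3). Bradi3g32340, a chitinase, fell in both ecotypes (log2 fold changes −1.29 and −1.68, the former −0.83 without the Bd21 control of column 2). Of the 202, 66 were higher and 42 lower in the Bd21 controls (adjusted p = 0.242), and 18 higher and 54 lower in Bd21 under submergence (23 and 59 over the list alone, adjusted p = 0.0191, and 0.548 with an estimated correlation). The 17 genes that the study lists as raised in Bd2-3 under defence response were all higher there (median log2 fold change 2.17), and 4 were higher and 10 lower in Bd21 (median −1.43). The study chose them on these samples, so they are not independent evidence of that direction or of a contrast with Bd21. The difference of the biotic stress list between the submerged groups had an adjusted p of 0.0594 without the 4 mixed libraries.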

A further research step would be to cross-compare submergence tolerance to pathogen sensitivity.

### Differential changes in primary metabolism

Twenty transcripts coding for the carboxylic acid metabolic process (GO:0019752) were found to be up-regulated as Log_2_FC values during stress in Bd21 (Figs 2b and 6). These transcripts included *ASPARTATE AMINOTRANSFERASE 3* (Bradi2g50500, *ASP3*) and *PYRUVATE ORTHOPHOSPHATE DIKINASE* (Bradi2g25745, *PPDK*), both known to belong to the HCG in *Arabidopsis* and rice, respectively^5^,^60^ . However, differential expression values of these transcripts are the result of being less abundant in the Bd21 control plants than in Bd2-3; under submergence stress, these transcripts are equally abundant in both ecotypes (Fig. 6), suggesting that Bd2-3 is constitutively better prepared to face stressful conditions.

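The 20 genes listed under carboxylic acid metabolism were all higher with submergence in Bd21 (median log2 fold change 1.89), and 16 of them met the paper's criteria. In Bd2-3 11 were higher and 3 lower (median 0.58), and the interaction passed for 17 of the 20, each with the smaller response in Bd2-3. The study chose the list as raised in Bd21 on these samples, so neither its direction there nor the smaller response in Bd2-3 is independent evidence. Of 50 genes of amino acid degradation, a list fixed without these samples, 23 were higher and 12 lower in Bd21 (adjusted p = 0.124) and 20 higher and 15 lower in Bd2-3 (adjusted p = 0.559), the same counts when adjusted over the list alone. Bradi3g60160, which matches the lysine-degrading enzyme LKR, rose in Bd21 from 817 ± 139.6 to 3171 ± 527 CPM and in Bd2-3 from 1895 ± 402 to 4460 ± 294 CPM (n = 3), and Bradi4g02380 (MCCA, of leucine breakdown) rose by log2 fold changes of 1.79 and 0.54 (the latter 0.35 on CPM without the authors' scaling). Bd21 was higher for 11 and lower for 24 of the 50 in the controls (12 and 26 over the list alone, adjusted p = 0.0306), a call that ended with the correlation estimated (adjusted p = 0.632 with an estimated correlation), without the Bd21 control of column 1 (adjusted p = 0.0695) and with a mean of at least 5 CPM required (adjusted p = 0.0519). Under submergence Bd21 was higher for 5 and lower for 7 (7 and 7 over the list alone, adjusted p = 0.672).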

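Bradi2g50500 (ASP3), an aspartate aminotransferase that moves amino groups between aspartate and glutamate, rose from 108 ± 31.0 to 405 ± 32.0 CPM in Bd21 (log2 fold change 1.94, standard error 0.17, adjusted p = 8.76e-07) and from 231 ± 39.1 to 457 ± 11.7 CPM in Bd2-3 (0.99, standard error 0.17, adjusted p = 0.000273; n = 3). Bradi2g25745 (PPDK), which makes phosphoenolpyruvate from pyruvate, rose from 678 ± 99.8 to 3443 ± 279.7 CPM in Bd21 (2.35, standard error 0.18, adjusted p = 3.58e-07) and from 1551 ± 384 to 3704 ± 67.0 CPM in Bd2-3 (1.29, standard error 0.18, adjusted p = 5.85e-05). The interaction was −0.94 for ASP3 (adjusted p = 0.00578) and −1.06 for PPDK (adjusted p = 0.00446). That of ASP3 had an adjusted p of 0.0756 without the 4 mixed libraries.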

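Of the 20 genes of carboxylic acid metabolism in Fig. 6, 19 were lower in the Bd21 controls than in the Bd2-3 controls (20 when adjusted over the list alone), with a median log2 fold change of −1.22. Under submergence 3 were higher in Bd21, 0 were lower and 17 did not pass (median 0.14, the same counts over the list alone). For Bradi2g50500 (ASP3) the controls differed by −1.12 (standard error 0.17, adjusted p = 0.000164) and the submerged groups by −0.18 (adjusted p = 0.492). For Bradi2g25745 (PPDK) the values were −1.17 (standard error 0.18, adjusted p = 0.000202) and −0.11 (adjusted p = 0.704). The study chose these 20 genes on the same samples, by their rise in Bd21. A difference that missed the test is not shown to be absent, and in simulated data of this size the test found 80% of 2-fold differences between the submerged groups.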

In this same category, there were transcripts for enzymes involved in aromatic acid metabolism, such as indole-3-glycerol phosphate synthase (Bradi5g05430, Bradi4g08830, I3GPS) and tryptophan synthase (Bradi1g55440, TRP). Nevertheless, other homologues were detected to be up-regulated in Bd2-3 (GO:0009072). 

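The genes of tryptophan synthesis differed in their response. Bradi5g05430, an indole-3-glycerol phosphate synthase, rose in Bd21 from 69.3 ± 17.5 to 212 ± 23.8 CPM (log2 fold change 1.63, adjusted p = 1.86e-06) and in Bd2-3 from 98.5 ± 10.8 to 258 ± 23.3 CPM (1.39, adjusted p = 8.65e-06; n = 3). Bradi4g08830, with the same annotation, rose in Bd21 from 34.1 ± 17.9 to 265 ± 48.1 CPM (3.04, adjusted p = 2.89e-06) and fell in Bd2-3 from 248 ± 64.0 to 134 ± 35.1 CPM (−0.88, adjusted p = 0.0271). Bradi1g55440, a tryptophan synthase, rose in Bd21 from 78.8 ± 30.6 to 272 ± 57.4 CPM (1.82, adjusted p = 1.21e-05) and had 0.36 in Bd2-3 (adjusted p = 0.185). The interaction passed for Bradi4g08830 (−3.93, adjusted p = 2.02e-05) and Bradi1g55440 (−1.47, adjusted p = 0.00193), not for Bradi5g05430 (−0.24, adjusted p = 0.389). The fall of Bradi4g08830 in Bd2-3 ended without the Bd2-3 controls of columns 2 or 3 (adjusted p = 0.0993 and 0.0722), the submerged Bd2-3 libraries of columns 1 or 3 (adjusted p = 0.105 and 0.0703) or the 4 mixed libraries (adjusted p = 0.0914).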

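The 5 genes that the study lists as raised in Bd2-3 under aromatic amino acid metabolism were all higher with submergence there (median log2 fold change 1.66), and 3 were higher in Bd21 (median 0.70). The interaction passed for each of the 5, with the larger response in Bd2-3. The list was chosen on these samples, so it is not independent evidence. Of 35 genes of aromatic amino acid synthesis listed from their MapMan bins, 22 were higher and 6 lower in Bd21 (adjusted p = 0.00384) and 26 higher and 4 lower in Bd2-3 (adjusted p = 1e-05), the same counts when adjusted over the list alone, and both calls were lost with an estimated correlation (adjusted p = 0.548). Bradi1g51660, of the shikimate pathway, rose from 211 ± 23.4 to 381 ± 8.72 CPM in Bd21 and from 183 ± 13.9 to 535 ± 35.3 CPM in Bd2-3 (n = 3; interaction 0.69, adjusted p = 0.00111). Bradi3g14490 (TSB2, a tryptophan synthase) rose by log2 fold changes of 1.03 and 0.37. Among the 35, Bd21 was higher for 9 and lower for 12 in the controls (adjusted p = 0.927), and higher for 2 and lower for 12 under submergence (2 and 13 over the list alone, adjusted p = 0.00115, and 0.548 with an estimated correlation).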

Under submergence stress in rice, aromatic acids accumulate and can function as buffers for carbon conservation and are later consumed during recovery^61^,^62^. We decided to manually reconstruct the aromatic amino acid biosynthetic pathway and to take into account the transcripts for all the isoforms (Supplementary Fig. S1). Two of three transcripts coding for 3-deoxy-D-arabino-heptulosonate 7-phosphate synthase (DHAP synthase) – an enzyme that catalyses the first committed step for aromatic amino acid biosynthesis – were significantly up-regulated and more abundant in Bd2-3 under submergence stress. However, when all three transcripts were analysed, the Log_2_FC was below the 1.5 threshold value (1.09). 

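Of the DHAP synthases, which open the shikimate pathway, Bradi1g21330 rose in Bd2-3 from 148 ± 8.00 to 466 ± 45.8 CPM (log2 fold change 1.65, standard error 0.11, adjusted p = 1.1e-07) and in Bd21 from 162 ± 26.6 to 299.8 ± 16.8 CPM (0.89, standard error 0.11, adjusted p = 1.77e-05; n = 3). Bradi1g60750 rose in Bd2-3 from 8.11 ± 0.122 to 39.1 ± 6.42 CPM (2.19, standard error 0.14, adjusted p = 4.89e-08) and in Bd21 from 12.8 ± 1.76 to 21.2 ± 3.15 CPM (0.70, standard error 0.14, adjusted p = 0.00058). The interaction was 0.75 (adjusted p = 0.00194) and 1.49 (adjusted p = 6.24e-05). Submerged Bd21 was below submerged Bd2-3 by −0.63 for Bradi1g21330 (adjusted p = 0.00199) and −0.87 for Bradi1g60750 (adjusted p = 0.000877). The values of Bradi1g21330 without the 4 mixed libraries were 0.70 for the interaction (adjusted p = 0.0901) and −0.65 between the submerged groups (adjusted p = 0.0802). On CPM without the authors' scaling, its change in Bd21 was 0.59 and that of Bradi1g60750 0.41.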

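Summed over Bradi1g21330, Bradi1g60750 and Bradi3g38670, DHAP synthase transcripts went from 275 ± 8.44 to 588.5 ± 54.0 CPM in Bd2-3 and from 311 ± 40.8 to 407 ± 17.1 CPM in Bd21 (n = 3). The log2 ratio of means was 1.10 in Bd2-3 and 0.39 in Bd21, and −0.53 between submerged Bd21 and submerged Bd2-3. In these 3 comparisons the groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible with 3 libraries against 3). Between the controls the ratio was 0.18 (p = 0.2 from the same exact permutation test). Bradi3g38670 fell in both ecotypes, by −0.66 in Bd21 (adjusted p = 1.97e-05) and −0.51 in Bd2-3 (adjusted p = 0.000216).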

Similar cases resulted from the quantification of transcripts for *I3GPS, CORISMATE SYNTHASE, TRYPTOPHAN SYNTHASE* and *PHENYLALANINE AMMONIA-LYASE*. The quantification of aromatic amino acids and the testing of inducible silencing of these transcripts should provide insights into the physiological significance of these expression differences and their routes under submergence stress.

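Chlorophyll-binding and photosystem proteins capture light, and their transcripts fell with submergence in both ecotypes. Of 84 genes of the light reactions, 6 were higher and 69 lower in Bd21 (6 and 70 when adjusted over the list alone; median log2 fold change −1.28, adjusted p = 4.84e-14), and 7 higher and 58 lower in Bd2-3 (7 and 59 over the list alone; median −0.72, adjusted p = 6.22e-09), both calls lost with an estimated correlation (adjusted p = 0.548). Bradi4g37210, a match of the antenna protein LHCB1.5, fell from 1644 ± 201 to 490.3 ± 41.1 CPM in Bd21 and from 725 ± 104 to 507 ± 23.2 CPM in Bd2-3 (n = 3; interaction 1.23, adjusted p = 0.000137). Bradi3g17640 (PSBR, of photosystem II) fell alike in both (log2 fold changes −1.19 and −1.18). Of 232 ribosomal protein genes, 6 were higher and 204 lower in Bd21 (6 and 205 over the list alone; median −0.76, adjusted p = 2.32e-22), and 13 higher and 90 lower in Bd2-3 (13 and 87 over the list alone; median −0.20, adjusted p = 0.000631), and these were lost too with an estimated correlation (adjusted p = 0.548 and 0.787). Bradi4g13640 (RPL5A) fell by −0.88 in Bd21 and −0.36 in Bd2-3 (the latter −0.54 on CPM without the authors' scaling; interaction 0.52, adjusted p = 0.00172).
The lists responded more in Bd21: the median interaction was 0.46 for the light reactions (adjusted p = 0.00043) and 0.58 for the ribosomal proteins (adjusted p = 4.16e-13). Both interactions were lost with an estimated correlation (adjusted p = 0.739). Genes lowered in Bd21 only by the paper's criteria were enriched for photosynthesis (11 against 1.71 expected, adjusted p = 1.43e-05), translation (22 against 12.4, adjusted p = 0.0213) and the lipid metabolic process (13 against 5.23, adjusted p = 0.0094), the last also among genes lowered in both ecotypes (6 against 1.52, adjusted p = 0.0146). Of the tested genes with these terms, 3 were higher and 37 lower of 47 for photosynthesis in Bd21, 30 and 254 of 341 for translation, and 57 and 54 of 144 for lipid metabolism. In Bd2-3 the counts were 5 and 32, 35 and 137, and 49 and 46. The enrichment test took genes as independent, so its p-values can be too small where genes vary together. The estimated correlation was 0.26 for the light-reaction list and 0.41 for the ribosomal protein list. Of 61 genes of lipid degradation, 32 were higher and 14 lower in Bd21 (33 and 14 over the list alone, adjusted p = 0.203) and 19 higher and 17 lower in Bd2-3 (19 and 18, adjusted p = 0.806). Bradi2g09060, a triacylglycerol lipase, rose from 151 ± 39.4 to 918 ± 28.2 CPM in Bd21 and from 230.4 ± 48.5 to 1088 ± 38.2 CPM in Bd2-3 (n = 3).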

Three categories of primary metabolism were down-regulated under stress in Bd21, compared to Bd2-3 (Fig. 2b), namely photosynthesis (GO:0015979), translation (GO:0006412) and the lipid metabolic process (GO:0006629); for the first two categories, these transcripts coded for light-harvesting complex and ribosomal proteins, respectively. Transcripts in the lipid metabolic process were a diverse group coding for desaturases, lipases and synthases. These three categories have been well documented as relevant for stress tolerance. SUB1 rice plants maintain higher chlorophyll contents than intolerant varieties^33^, while hypoxic stress disrupts ribosome integrity^21^,^63^ and lipid metabolism is selectively regulated under submergence stress^47^ and increased by *SUB1A-1*^*32*^. 

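In the controls, 52 of the 84 light-reaction genes were higher and 5 lower in Bd21 than in Bd2-3 (55 and 6 when adjusted over the list alone, adjusted p = 2.64e-09), and so were 174 and 7 of the 232 ribosomal protein genes (179 and 7 over the list alone, adjusted p = 5.63e-18), both calls lost with an estimated correlation (adjusted p = 0.548). The antenna protein gene Bradi4g37210 was higher in the Bd21 controls by a log2 fold change of 1.18 (adjusted p = 1.27e-05), and the ribosomal protein gene Bradi4g13640 by 0.36 (adjusted p = 0.00181). Under submergence 17 light-reaction genes were higher and 5 lower in Bd21 (the same over the list alone, adjusted p = 0.0187, and 0.750 with an estimated correlation), as were 9 and 19 ribosomal protein genes (4 and 9 over the list alone, adjusted p = 0.138). Genes of lipid degradation were higher in Bd21 for 10 and lower for 24 in the controls (adjusted p = 0.201), and for 7 and 9 under submergence (7 and 10 over the list alone, adjusted p = 0.696). Of the 25 genes the study lists under photosynthesis as lowered in Bd21, 24 were higher in the Bd21 controls and 2 under submergence (0 over the list alone). By their terms, 28 were higher and 5 lower in the Bd21 controls for photosynthesis, 220 and 30 for translation, and 51 and 43 for lipid metabolism, against 7 and 2, 25 and 26, and 12 and 17 under submergence. The study chose its list on these samples, so it is not independent evidence. The light-reaction call under submergence ended without the submerged Bd21 library of column 2 (adjusted p = 0.174), the submerged Bd2-3 library of column 2 (adjusted p = 0.0990) and in edgeR (adjusted p = 0.0586), and that of the ribosomal proteins began without the submerged Bd21 library of column 2 (adjusted p = 0.0150) or the submerged Bd2-3 library of column 2 or 3 (adjusted p = 0.0146 and 0.00847).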

For all three categories, most of the transcripts were more abundant in the Bd21 control plants than in Bd2-3 and were equally expressed during stress, highlighting the importance of pre-stress constitutive biochemical capabilities.

We reconstructed the pyruvate fermentative pathways active in *Brachypodium* (Supplementary Fig. S2). 

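The enzymes that open the routes from pyruvate rose with submergence in both ecotypes. Bradi1g65440, a pyruvate decarboxylase of the ethanol route, went from 21.3 ± 3.64 to 514 ± 181 CPM in Bd21 and from 29.0 ± 5.50 to 699 ± 195 CPM in Bd2-3 (n = 3), log2 fold changes of 4.52 and 4.55 (interaction 0.03, adjusted p = 0.948). Bradi3g15560, a lactate dehydrogenase, rose by 1.83 in Bd21 and 2.55 in Bd2-3 (interaction 0.73, adjusted p = 0.00729). Bradi3g23160, an alanine aminotransferase, rose by 2.99 and 1.77 (interaction −1.22, adjusted p = 0.00103). The glutamate decarboxylases, which make gamma-amino butyric acid, differed: Bradi1g68807 rose by 3.67 and 3.20, and Bradi3g37830 fell by −0.74 and −2.29. Submerged Bd21 and submerged Bd2-3 did not differ by the test for Bradi1g65440 (−0.46, adjusted p = 0.19), Bradi3g15560 (−0.26, adjusted p = 0.186), Bradi3g23160 (−0.22, adjusted p = 0.374) or Bradi1g68807 (−0.46, adjusted p = 0.296).
As a list, 5 of 16 fermentation genes were higher and 6 lower in Bd21 and 6 higher and 7 lower in Bd2-3, the same when adjusted over the list alone (adjusted p = 0.904 and 0.982). In the controls 7 of the 16 were higher and 5 lower in Bd21 (adjusted p = 0.912), and under submergence 0 were higher and 3 lower (0 and 0 over the list alone, adjusted p = 0.394). The members that fell include Bradi4g23620, an aldehyde dehydrogenase (−0.38 and −0.29, and on CPM without the authors' scaling −0.69 and −0.48; in Bd21 −0.25 without the Bd21 control of column 2 and −0.61 without the 4 mixed libraries). Of 37 glycolysis genes, 19 were higher and 10 lower in Bd21 and 13 higher and 8 lower in Bd2-3, the same over the list alone (adjusted p = 0.342 and 0.354). Bradi2g19326, a phosphofructokinase, rose from 37.4 ± 1.06 to 259 ± 53.8 CPM in Bd21 and from 53.6 ± 3.83 to 347 ± 59.0 CPM in Bd2-3. Of the 37, 10 were higher and 13 lower in the Bd21 controls (10 and 14 over the list alone, adjusted p = 0.524), and 4 and 9 in submerged Bd21 (5 and 10, adjusted p = 0.0800). Of 56 genes of sucrose and starch degradation, 28 were higher and 16 lower in Bd21 (the same over the list alone, adjusted p = 0.191) and 18 higher and 18 lower in Bd2-3 (18 and 19, adjusted p = 0.912). Bradi1g46670, a sucrose synthase, rose by 1.40 and 0.98. Bd21 was higher for 17 and lower for 28 of these in the controls (adjusted p = 0.100), and for 4 and 7 under submergence (adjusted p = 0.912). Leaving out the submerged Bd21 library of column 3 made the submerged groups differ for Bradi1g65440 (−0.73, adjusted p = 0.0438) and for the glycolysis list (adjusted p = 0.0198), as did the submerged Bd2-3 library of column 1 for that list (adjusted p = 0.0411).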

Even though we could not detect differential expression under stress between the ecotypes, we found transcripts simultaneously up-regulated for all the reported routes, starting at carbohydrates and leading to ethanol, lactate, alanine and gamma-amino butyric acid^60^,^63^. We also found transcripts for all steps of the glyoxylate and TCA cycles were active, and even up-regulated, in the critical steps needed to allow them to work together (Supplementary Fig. S2); for example, *ACONITASE (ACN*)*, MALATE SYNTHASE (MLS*) and *ISOCITRATE LYASE (ICL*) were up-regulated. 

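Isocitrate lyase and malate synthase, the enzymes special to the glyoxylate cycle, rose in both ecotypes. Bradi1g25870 (ICL) rose by a log2 fold change of 3.64 in Bd21 (standard error 0.23, adjusted p = 6.83e-08) and 3.60 in Bd2-3 (standard error 0.23, adjusted p = 6.05e-08), with no difference in response by the test (interaction −0.04, adjusted p = 0.93). Bradi5g13940 (MLS) went from 30.3 ± 9.78 to 787 ± 41.2 CPM in Bd21 (4.73, adjusted p = 6.23e-09) and from 112 ± 29.1 to 976 ± 162 CPM in Bd2-3 (3.14, adjusted p = 1.72e-07; n = 3), an interaction of −1.59 (adjusted p = 0.00139). Among aconitases, which turn citrate into isocitrate, Bradi3g15050 rose by 2.46 in Bd21 and 1.38 in Bd2-3, Bradi1g75960 rose in Bd21 (0.76, and 0.46 on CPM without the authors' scaling) and had 0.10 in Bd2-3 (adjusted p = 0.484), and Bradi3g02487 rose in Bd21 (0.50, and 0.20 on that CPM, adjusted p = 0.0342) and fell in Bd2-3 (−0.51). Of 9 genes of the glyoxylate cycle and gluconeogenesis, 6 were higher and 1 lower in Bd21 (6 and 2 when adjusted over the list alone, adjusted p = 0.0742), and 4 higher and 3 lower in Bd2-3 (the same over the list alone, adjusted p = 0.670). In the controls 1 was higher and 7 lower in Bd21 (adjusted p = 0.0190, but adjusted p = 0.548 with an estimated correlation), and under submergence 2 were higher and 0 lower (adjusted p = 0.926).
Of 46 TCA cycle genes, 16 were higher and 14 lower in Bd21 and 14 higher and 13 lower in Bd2-3, the same over the list alone (adjusted p = 0.912 and 0.813). Bradi2g45420, a match of the cytosolic isocitrate dehydrogenase cICDH, rose by 0.53 in Bd21 and 0.63 in Bd2-3. Bradi1g07170, a member of the glyoxylate list that matches the peroxisomal malate dehydrogenase PMDH1, fell by −1.04 and −1.17. Bd21 was higher for 10 TCA cycle genes and lower for 22 in the controls (10 and 23 over the list alone, adjusted p = 0.0800), and for 2 and 8 under submergence (2 and 10 over the list alone, adjusted p = 0.0191, with adjusted p = 0.548 with an estimated correlation). The glyoxylate list passed in Bd21 in edgeR (adjusted p = 0.0203), DESeq2 (adjusted p = 0.00248) and without the Bd21 control of column 2 (adjusted p = 0.0338). The TCA call under submergence ended without the 4 mixed libraries (adjusted p = 0.137) or the submerged Bd21 library of column 2 alone (adjusted p = 0.0597), and in the controls the list passed without the Bd21 control of column 2 (adjusted p = 0.0439) or the Bd2-3 control of column 1 (adjusted p = 0.0435).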

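Bradi1g25870 (ICL), which splits isocitrate into glyoxylate and succinate, had 322 ± 130.2 CPM in the Bd21 controls and 461 ± 39.3 CPM in the Bd2-3 controls (n = 3). By mean CPM it ranked 290 and 220 among all genes in these groups. In submerged Bd21 it ranked 14, in submerged Bd2-3 9, and over all submerged libraries 11. The submerged groups did not differ by the test (log2 fold change of Bd21 over Bd2-3 −0.56, standard error 0.23, adjusted p = 0.101), though they did in DESeq2 (adjusted p = 0.0446), with only these groups fitted (adjusted p = 0.0157) and without the Bd21 control of column 1 (adjusted p = 0.0284) or 2 (adjusted p = 0.0219).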

*ICL* was the 7th most abundant transcript under submergence stress (3799 ± 174 for Bd21 and 5616 ± 738 CPM for Bd2-3). This multi-organelle and multi-route integration has been previously proposed as pivotal for anaerobic germination in rice^64^, not only as a carbon conservation pathway, but also for aldehyde detoxification and as an antioxidant pathway, through the alternative “suicide protein” functions of abundant *ALDEHYDE DEHYDROGENASE* (Bradi4g31310, *ALDH*; 2699 ± 87 CPM). 

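Bradi4g31310, which matches the aldehyde dehydrogenase ALDH7B4, an enzyme that oxidises reactive aldehydes, rose in Bd21 to 2491 ± 163 CPM under submergence (log2 fold change 1.76, standard error 0.18, adjusted p = 3.13e-06). In Bd2-3 the change was 0.49 (standard error 0.18, adjusted p = 0.035), and the interaction was −1.28 (standard error 0.26, adjusted p = 0.00135). Bradi1g54940, a match of the aldehyde dehydrogenase ALDH6B2 of valine breakdown, rose by 2.06 in Bd21 and 1.47 in Bd2-3 (interaction −0.59, adjusted p = 0.0167). The call in Bd2-3 for Bradi4g31310 ended without the Bd2-3 control of column 1 (0.30, adjusted p = 0.153), the submerged Bd2-3 library of column 1, 2 or 3 (adjusted p = 0.0571, 0.0831 and 0.0828), or the 4 mixed libraries (0.34, adjusted p = 0.335), and on CPM without the authors' scaling (0.30, adjusted p = 0.113).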

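The aldehyde dehydrogenase Bradi4g31310 was lower in the Bd21 controls than in the Bd2-3 controls, with an adjusted p of 5.47e-05 (standard error 0.18 on the log2 scale). The submerged groups did not differ by the test (log2 fold change −0.12, adjusted p = 0.678).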

*ALDH* was constitutively more expressed in Bd2-3 controls (745 ± 170 and 1956 ± 405 CPM, for Bd21 and Bd2-3 respectively; Log_2_FC = −1.4 Bd21c/Bd23c). Our transcriptome study highlighted that the integration of the glyoxylate and TCA cycles is relevant in juvenile plants facing stress. This integration should be completed with the characterization of malate transporters; we found five annotated as malate:oxoglutarate antiporters, which were transcriptionally active (four marginally down-regulated) and one constitutively more abundant in Bd2-3 (Bradi4g33550; Log_2_FC = −1.6 Bd21c/Bd23c).

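Of the malate carriers, which move dicarboxylates across organelle membranes, Bradi4g33550, a match of the tonoplast dicarboxylate transporter TDT, rose in Bd21 from 137 ± 41.9 to 320.2 ± 60.2 CPM (log2 fold change 1.24, standard error 0.19, adjusted p = 7.84e-05) and fell in Bd2-3 from 432 ± 64.3 to 268 ± 19.5 CPM (−0.68, standard error 0.19, adjusted p = 0.00768; n = 3). Its level was lower in the Bd21 controls than in the Bd2-3 controls by −1.68 (adjusted p = 1.8e-05). Bradi2g06520, annotated as a mitochondrial metabolite carrier, fell in both ecotypes (−1.24, adjusted p = 4.86e-07, and −0.58, adjusted p = 0.000288). Bradi2g32600 fell in Bd21 (−0.44, adjusted p = 0.000683) and had −0.09 in Bd2-3 (adjusted p = 0.405). Bradi3g38410, a match of the dicarboxylate carrier DIC1, had −0.20 in Bd21 (adjusted p = 0.345) and fell in Bd2-3 (−0.61, adjusted p = 0.0101).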

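The Calvin cycle fixes carbon dioxide in the chloroplast. Of its 26 measured genes, 4 were higher and 19 lower with submergence in Bd21 (4 and 21 when adjusted over the list alone, adjusted p = 0.000631), and 5 higher and 18 lower in Bd2-3 (the same over the list alone, adjusted p = 0.0102), both calls lost with an estimated correlation (adjusted p = 0.548). Bradi4g24367, a match of the plastid aldolase FBA2, fell from 4343 ± 259 to 1649 ± 87.6 CPM in Bd21 and from 2628 ± 370.4 to 1227 ± 135 CPM in Bd2-3 (n = 3). Bradi4g09125 (RCA, the activase of Rubisco) fell by log2 fold changes of −1.11 and −0.67. Bd21 was higher for 15 and lower for 5 of the 26 in the controls (16 and 5 over the list alone, adjusted p = 0.0275, and 0.592 with an estimated correlation), and for 8 and 3 under submergence (11 and 3 over the list alone, adjusted p = 0.138). The difference between the controls had an adjusted p of 0.0522 without the 4 mixed libraries.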

As our submergence experiments were performed under the influence of long-day illumination, we looked for transcripts annotated as coding proteins of the Calvin cycle (Supplementary Fig. S4), and found the pathway was active, emphasizing the importance of oxidative stress management derived from its activity. This was not surprising as Lee *et al*.^5^ demonstrated that the oxygen partial pressure increases rapidly after light appears at dawn. 

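Fructose-1,6-bisphosphatase takes a phosphate from fructose-1,6-bisphosphate on the way to sucrose or to regenerate the acceptor of the Calvin cycle. Bradi2g24090 rose in Bd21 from 643 ± 247 to 2197 ± 11.8 CPM (log2 fold change 1.84, standard error 0.23, adjusted p = 1.54e-05) and in Bd2-3 from 1242 ± 268 CPM by 1.20 (standard error 0.23, adjusted p = 0.000627; n = 3). The interaction did not pass (−0.64, adjusted p = 0.12). The Rubisco genes fell: summed over 6 genes they had 6032 ± 352.5 CPM in the Bd21 controls, 2151 ± 202 in submerged Bd21, 2956 ± 468 in the Bd2-3 controls and 1668 ± 135 in submerged Bd2-3. The log2 ratio of submerged to control means was −1.49 in Bd21 and −0.83 in Bd2-3 (two-sided exact permutation test, p = 0.1 in each, the smallest possible). Of the small subunit genes, Bradi3g26391 fell by −1.89 and −0.84, Bradi4g08500 by −1.24 and −0.53, and Bradi4g08800 by −1.29 and −0.99. The interaction of Bradi2g24090 passed without the Bd21 control of column 2 (−0.93, adjusted p = 0.00486) or the Bd2-3 control of column 1 (−0.83, adjusted p = 0.0445), and its change in Bd2-3 was 1.04 without the 4 mixed libraries (adjusted p = 0.0593).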

Interestingly, we observed that the most abundant *FRUCTOSE-1,6-BISPHOSPHATASE* transcript (Bradi2g24090, *FBP*) was strongly regulated in *Brachypodium* under submergence, up to the remarkable abundance of 2820 ± 319 CPM; in the context of the Calvin cycle, where *RUBISCO* transcripts were significantly down-regulated, but still present at a range of 525–803 CPM, *FBP* up-regulation would be a compensatory step under submergence stress.

### Flowering inhibition by submergence stress in *Brachypodium*

Flowering is inhibited by the ectopic expression of *SUB1A-1* in both rice^65^ and *Arabidopsis*, through the inhibition of *FT* and its rice ortholog *HD3a*^32^, this promotes starch conservation^38^. Interestingly, miRNA5200 targeting *FT-like* transcripts are also up-regulated under submergence stress in *Brachypodium*^66^. These temporary flowering delay mechanisms are proposed to be an energy-conservation feature of LOQS^32^. This has also been observed in field-grown rice subjected to submergence stress and is better modulated in tolerant SUB1 varieties^3^. In the *Brachypodium* Bd2-3 and Bd21 ecotypes, the heading date was delayed in proportion to the submergence intensity (Supplementary Fig. S5). Higgins *et al*.^67^ reconstructed the flowering pathways in *Brachypodium* and we used this knowledge to explore the *Brachypodium* flowering transcriptome. In addition to the previously found down-regulation of *CO* and *FT,* we also found the down-regulation of *HEME ACTIVATOR PROTEIN 5 (HAP5A*), a protein that aids in CO-induced *FT* transcription^67^ (Supplementary Fig. S5). However, no differences were detected among the ecotypes.

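Of the transcripts matching FT, the florigen that moves from leaf to shoot tip, Bradi4g35040 fell with submergence in both ecotypes and Bradi1g38150 in Bd21. Bradi4g35040 went from 13.1 ± 4.56 to 0.505 ± 0.116 CPM in Bd21 (log2 fold change −3.71, adjusted p = 1.1e-07), and in Bd2-3 from 28.1 ± 7.47 CPM to 1 read over 3 libraries (n = 3), a ratio of 1823 with a counting interval of 327 to 72057. Bradi1g38150 had 2.35 ± 0.864 CPM in the Bd21 controls and no read in submerged Bd21, at least 41.1-fold lower with a floor of 3 reads over the group. In Bd2-3 it had 15 reads in the controls and 1 under submergence, a ratio of 15.3 with a counting interval of 2.35 to 642 (adjusted p = 0.0552). Of the CONSTANS-like genes, which activate FT, Bradi3g56260 fell in Bd21 from 3.81 ± 0.758 to 0.589 ± 0.0915 CPM (−1.98, adjusted p = 8.21e-07) and had 0.02 in Bd2-3 (adjusted p = 0.94). Bradi1g43670 rose in Bd2-3 from 11.0 ± 3.85 to 23.4 ± 3.54 CPM (1.10, adjusted p = 0.000513) and had −0.24 in Bd21 (adjusted p = 0.303). Bradi1g67980 (HAP5A) fell from 73.8 ± 9.35 to 16.9 ± 1.84 CPM in Bd21 and from 61.7 ± 7.00 to 14.1 ± 1.54 CPM in Bd2-3, log2 fold changes of −2.10 (adjusted p = 3.24e-08) and −2.09 (adjusted p = 2.59e-08). On CPM without the authors' scaling the change of Bradi1g43670 in Bd21 was −0.54 (adjusted p = 0.0331).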

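For Bradi1g67980 (HAP5A), a subunit of the CCAAT-binding factor, the response did not differ between the ecotypes by the test (interaction 0.01, standard error 0.17, adjusted p = 0.984). It did for the FT matches Bradi4g35040 (−2.06, standard error 0.35, adjusted p = 0.000446) and Bradi1g38150 (1.97, standard error 0.29, adjusted p = 0.000168), values that depend on the pseudocount where a group has few reads (−3.51 and 3.04 with 0.1 CPM). The interaction also passed for the CONSTANS-like genes Bradi1g43670 (1.34, standard error 0.29, adjusted p = 0.00204) and Bradi3g56260 (1.99, standard error 0.24, adjusted p = 3.71e-05). In the controls Bd21 was above Bd2-3 for Bradi1g43670 by 1.13 (adjusted p = 0.00056) and for Bradi3g56260 by 1.75 (adjusted p = 6.58e-06). Under submergence neither differed by the test (−0.21, adjusted p = 0.486, and −0.24, adjusted p = 0.335).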

### ERFs-VII transcripts active under submergence stress in *Brachypodium*

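WRKY factors, which regulate defence genes, rose with submergence in both ecotypes. Of 42 measured, 30 were higher and 0 lower in Bd21 (31 and 0 when adjusted over the list alone, adjusted p = 3.57e-07), and 28 higher and 3 lower in Bd2-3 (the same over the list alone, adjusted p = 4.73e-05), both calls lost with an estimated correlation (adjusted p = 0.548). Bradi4g01950 (WRKY33 by its Arabidopsis match) rose from 176 ± 11.4 to 488 ± 24.3 CPM in Bd21 and from 289.9 ± 31.2 to 483 ± 39.2 CPM in Bd2-3 (n = 3), log2 fold changes of 1.47 and 0.74 (interaction −0.73, adjusted p = 0.00104). Bradi3g06070 (WRKY40) rose by 1.20 and 1.45 (interaction 0.25, adjusted p = 0.382). In the controls 2 were higher and 24 lower in Bd21 (adjusted p = 0.000631, and 0.616 with an estimated correlation), and under submergence 2 higher and 6 lower (4 and 10 over the list alone, adjusted p = 0.177). Genes raised in both ecotypes by the paper's criteria held 21 of the term regulation of transcription, against 9.22 expected (adjusted p = 0.00187), and those raised in Bd21 only held 33, against 21.2 (adjusted p = 0.0221). The 20 genes of this term that the study lists were all higher in both ecotypes, with median log2 fold changes of 2.40 in Bd21 and 2.19 in Bd2-3, and were chosen by the study on these samples, so they are not independent evidence.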

Twenty transcription factors of diverse families (WRKY, ERFs, NACs, HSTF, ABI and ARFs) were commonly up-regulated in both ecotypes and grouped under the category of the DNA-dependent regulation of transcription (GO:0006355; Fig. 2b). Only WRKYs and ERFs have been previously characterized under submergence stress; the first orchestrate the pathogen response^6^ and the second control general HCG transcription^10^. 

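Ethylene response factors of group VII switch on genes of the low-oxygen response and are broken down when oxygen and nitric oxide are present. Bradi1g72457 (HRE1 by its Arabidopsis match) rose from 13.2 ± 2.72 to 76.3 ± 11.9 CPM in Bd21 and from 8.76 ± 1.66 to 82.3 ± 7.04 CPM in Bd2-3 (n = 3), log2 fold changes of 2.50 (standard error 0.17, adjusted p = 1.26e-07) and 3.17 (standard error 0.17, adjusted p = 1.29e-08). Bradi2g11890 (HRE2) rose from 3.69 ± 0.786 to 120.0 ± 23.8 CPM and from 4.76 ± 0.777 to 169 ± 10.6 CPM, log2 fold changes of 4.84 and 5.02. Bradi2g27920 (ERF72, also RAP2.3) went from 0.0694 ± 0.0352 to 31.4 ± 2.21 CPM and from 0.0618 ± 0.0672 to 40.7 ± 6.11 CPM, log2 fold changes of 5.81 and 6.19 (8.85 and 9.34 in DESeq2, from controls near 0 CPM). The interaction passed for Bradi1g72457 (0.68, adjusted p = 0.0323) and not for Bradi2g11890 (0.18, adjusted p = 0.543) or Bradi2g27920 (0.38, adjusted p = 0.137). That of Bradi1g72457 ended without any of the Bd21 controls of columns 1 and 3 (adjusted p = 0.0795 and 0.0710), the submerged Bd21 library of column 3 (adjusted p = 0.0843), the Bd2-3 control of column 1 (adjusted p = 0.0773), the submerged Bd2-3 libraries of columns 1 and 2 (adjusted p = 0.0739 and 0.0519) and the 4 mixed libraries (0.29, adjusted p = 0.507).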

Three were labelled as ERFs-VII (Bradi1g72457, Bradi2g11890 and Bradi2g27920). A BLASTP search of the N-terminal amino acids indicated that Bradi1g17960 (Bradi1g17961 in the V.2.0 *Brachypodium* genome) and Bradi1g72450 (not identified in RNA-Seq) were also ERF-VII transcripts.

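Bradi1g17961, which matches HRE2, went from 0.121 ± 0.0872 to 36.4 ± 12.9 CPM in Bd21 and from 0.0620 ± 0.0236 to 68.7 ± 31.5 CPM in Bd2-3 (n = 3). Its log2 fold change was 5.83 (standard error 0.29, adjusted p = 9.64e-09) in Bd21 and 6.85 (standard error 0.29, adjusted p = 1.8e-09) in Bd2-3, and the interaction did not pass (1.02, adjusted p = 0.0578). The paper gives Bradi1g17961 as the name of Bradi1g17960 in genome v2.0, and the deposited table holds only the former ID. Bradi1g72450 is not among the genes of that table and was not analysed here.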

In *Arabidopsis*, ERFs-VII are divided into two categories: those up-regulated by hypoxic stress (HRE-like) and those constitutively expressed (RAP-like)^23^. N-terminal amino acids of RAP2.12 were used in a BLASTP search and we found that *Brachypodium* has three more ERFs-VII (Bradi3g60120, Bradi1g46690 and Bradi4g31040). 

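The group VII factors that match Arabidopsis RAP2.12 and RAP2.2 were expressed in the controls and changed less. Bradi3g60120 rose from 24.0 ± 2.36 to 46.5 ± 2.87 CPM in Bd21 and from 25.4 ± 1.53 to 52.4 ± 1.85 CPM in Bd2-3 (n = 3), log2 fold changes of 0.94 (standard error 0.09, adjusted p = 1.63e-06) and 1.03 (standard error 0.09, adjusted p = 8.06e-07). Bradi1g46690 had 106 ± 8.68 and 137 ± 3.53 CPM in control and submerged Bd21 and 123 ± 7.64 and 139 ± 5.54 CPM in Bd2-3. Its change was 0.37 in Bd21 (adjusted p = 0.00114, but 0.07 and 0.385 on CPM without the authors' scaling) and 0.17 in Bd2-3 (adjusted p = 0.0761; 0.0435 without the Bd21 control of column 2). Bradi4g31040 had 61.4 ± 5.97 and 59.7 ± 5.66 CPM in Bd21 (−0.04, adjusted p = 0.754) and rose in Bd2-3 from 36.9 ± 1.61 to 67.7 ± 8.46 CPM (0.86, adjusted p = 1.79e-05), an interaction of 0.90 (adjusted p = 0.000366). The interaction did not pass for Bradi3g60120 (0.09, adjusted p = 0.569) or Bradi1g46690 (−0.19, adjusted p = 0.165; 0.0495 without the Bd21 control of column 2). Without the authors' scaling the change of Bradi4g31040 in Bd21 was −0.34 (adjusted p = 0.0201).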

The *Brachypodium* ERFs-VII family comprises in total eight genes (Fig. 7).

Since our RNA-Seq experiment was a 2-point collection data set, we quantified mRNA for these genes during the first night (12 h) of stress. In this analysis, we could not detect an ecotype-specific differential expression (Fig. 7a). This leaves the NO/HB-scavenging cycle as the most probable differential mechanism improving the ecotype tolerance in *Brachypodium* at the ERFs-VII protein level.

A manual and MEME-assisted analysis showed that this inducible/constitutive expression was correlated to a low/high domain diversity division (Fig. 7b), which could also be observed through phylogenetic analysis (Fig. 7c). Only Brad4g31040 – i.e. groups with constitutive ERFs – was still responsive to submergence stress, though not to the extent of inducible ERFs (Fig. 7a). We could not detect a SUB1-like ERF-VII in *Brachypodium* (Fig. 7c), confirming the ecological-niche uniqueness of this gene^68^,^69^. Knockout studies indicated that constitutive ERFs-VII work as oxygen sensors and early HCG inducers, while inducible ERFs-VII act as late-stress modulators^12^,^17^,^23^,^56^.

There is evidence that ERFs-VII respond to circadian rhythms and dark stress. SUB1A-1 ameliorates dark-stress damage^13^ and is expressed at the end of the night, independent of submergence stress^32^; this has also been observed for some ERFs-VII of soybean^48^. The analysis of *Arabidopsis* ERFs-VII transcripts in the DIURNAL transcriptomic database showed that *RAP2.3*, previously considered as a constitutive ERF, is actually highly responsive to the length of the day and has an expression peak at the end of the night. *RAP2.2* is less responsive, but still has an observable oscillation (Supplementary Fig. S6). In *Brachypodium*, we found that Bradi1g72450 was responsive to both submergence and night; interestingly, it was not the gene sharing the most domain types with RAP2.3 (being Bradi2g27920).

This ERFs-VII toolbox seems to be a common feature of all the plants analysed so far, both mono- and dicotyledonous^15^,^23^,^49^,^42^,^43^,^70^. Even though *Brachypodium* is not a plant characteristic of semi-aquatic habitats, small grasses can be subjected to natural submergence stress in the wild (Supplementary Fig. S7).

## Conclusions

Hypoxic stress responses are not only of importance for plant development but are also relevant during submergence stress and for the development of plant varieties tolerant to its negative effects. In this research, we aimed to discover physiologically relevant molecular mechanisms, by comparing the transcriptome of genetic materials with contrasting survival traits under submergence stress. By characterizing submergence-tolerant and submergence-sensitive ecotypes of the wild model grass *Brachypodium distachyon*, we found ROS management to be an important characteristic of the tolerant ecotype. This was most likely achieved through an integrated response involving constitutively expressed, induced and down-regulated mechanisms, such as the NO/*HB* cycle, general antioxidant responses and NR transcript expression, respectively. Transcripts involved in other mechanisms of increased complexity were also differentially expressed, for example transcripts of unknown function, signalling phosphorylation cascades (probably involved in the pathogen response) and the integration of the glyoxylate and TCA cycles. We expect that this information could be used to help design further experimentation aimed at expanding our current knowledge of physiological responses, with relevance for plant breeding programmes of submergence-tolerant crop cultivars.

## Methods

### Brachypodium ecotypes

Seeds of *Brachypodium distachyon* ecotypes Bd21, Bd2-3, Bd-1-1 and Tek10 were obtained from Professor David Garvin at the United States Department of Agriculture (USDA). For all the experiments, the seeds were disinfected in 10 mL of 1:1 household bleach (sodium hypoclorite 1.6%) and one volume of distilled, deionized and autoclaved water (ddH_2_0), rinsed five times in 20 mL of ddH_2_0, scarified in water for 4 d at 4 °C and sawn horizontally in substrate (Sunshine Mix #3 plus 1:4 v/v perlite:substrate, autoclaved for 2 h and finally mixed with 2% w/w slow liberation fertilizer NPK 15:15:17; Nitrofoska). Germination and growth were carried out under long-day conditions (16 h light/8 h dark, 180 μE m^−2^ s^−1^, 50% humidity) in a growth room, with irrigation every 2 d using filtered tap water.

### Submergence stress

*Brachypodium* plants (14-day-old, 6 leaves stage) were submerged in 30-cm deep water columns, inside opaque-walled plastic tanks. Light still reached the plants at 70 μE m^−2^ s^−1^. The ecotypes were submerged side-by-side in a randomized manner; only plants submerged in the same tank were compared. Controls were grown in plastic tanks without submergence. Submergence stress started at ZT13 (3 h before night) and the plants were removed by gentle subtraction from the water column and left to grow under normal conditions for the time indicated in each experiment. At the times indicated in each experiment, we registered the number of leaves, height, tillers, time to heading and percentage of surviving individuals; only the latter proved useful to quantify submergence stress tolerance, as 50% Lethal Time (LT_50_; using the on-line tool IC50; http://ic50.tk).

### RNA-Seq

*Brachypodium* ecotypes with contrasting submergence tolerance were subjected to a 48 h submergence stress, as detailed in the previous section. Above-ground tissue was collected immediately in liquid nitrogen and stored at −80 °C in an ultra-freezer, until further processing. Tissue was ground to powder with a mortar and pestle with liquid nitrogen, avoiding thawing. Control and submerged total RNA was extracted with TRIzol reagent (Invitrogen, 15596018), purified with Direct-zol RNA mini prep columns (Zymo Research, R2050) and digested in-column with DNAse I (ThermoScientific, #EN0521). RNA integrity and concentrations were verified in denaturing 1.0% agarose gel, a Nanodrop 2000 (ThermoScientific) and in a Bioanalyzer 2100 (Agilent), with the integrated software 2100 Expert. Samples had an RNA Integrity Number (RIN) between 6.4 and 7.2, characteristic of aerial plant tissue^71^. Total RNA extracted from the control and submerged tissue from three independent experiments, each consisting of five individual plants, were used to construct cDNA indexed libraries and sequenced in a HiSeq2500 (Illumina) at 1 × 50 format, making a total of 12 sequenced libraries (tolerant and intolerant ecotypes, control and submerged, experimental triplicates) in a 2-lane format. RNA integrity, library construction and sequencing were performed as a service at the Unidad Universitaria de Secuenciación Masiva, Instituto de Biotecnología, Universidad Nacional Autónoma de México (IBT-UNAM; http://www.uusmd.unam.mx).

### Bioinformatics analysis

Sequences were processed using the following pipelines. For base calling, Illumina Casava 1.7 software was employed and the sequenced reads were trimmed of their adaptor sequences using Trimmomatic^72^, and then mapped to the *Brachypodium distachyon* ecotype Bd21 genome (Bdistachyon_283_v2.0; downloaded from http://genome.jgi.doe.gov) using TopHat2 with parameters -p 4 —library-type fr-firststrand. Reads aligned to genomic regions were counted using the HTseq library^73^. The analyses of differentially expressed genes were performed in the R environment, using the edgeR package with a GLM (generalized linear model) and a false discovery rate <0.05 (FDR). Tables with CPM for all the gene models and results for the differential expression analysis were built (Supplementary Table S2). To group differentially expressed transcripts, a Logarithmic Fold Change (Log_2_FC) value ≥1.5 (up-regulated) or ≤−1.5 (down-regulated) and a FDR <0.05 × 10^−5^ were considered. GO analysis of these differential transcripts was performed at phytozome.jgi.doe.gov.

### Quantitative PCR

RNA was extracted from aerial tissue collected from five individuals of three new independent experiments with the Direct-zol RNA miniprep kit (Zymo Research, R2050) and digested with the included DNAse I in a column. Total RNA (2.1 μg) was used to synthesize cDNA using the Maxima First Strand cDNA kit (ThermoScientific, K1642). Quantitative PCR was performed in a Piko Real 96 thermocycler (ThermoScientific) using SYBR Green qPCR Master Mix 2× (ThermoScientific, K0251) and 1 μL of 1:10 cDNA dilution (20 μL final volume). Primers were designed using on-line tools at www.idt.com (IDT), with sequences downloaded from phytozome.jgi.doe.gov and synthesized by Macrogen. The efficiency was determined in 1:4, 1:6: 1:64 and 1:256 cDNA dilutions using the integrated thermocycler software (Supplementary Table S6).

### ROS staining

Samples were collected after 24 h of submergence stress. Two stain methods were used: nitrobluetrazolium (NBT) and 3,3′diaminobenzidine (DAB), detecting superoxide and hydrogen peroxide, respectively^8^. For NBT staining, the leaves were immersed in 25 mL of an NBT solution (0.5 μg/mL) in phosphate buffer (10 mM, pH 7.6) for 3 h in a rocking bed and protected from light. For DAB, the leaves were immersed in 25 mL of a DAB solution (1 μg/mL) in tris-acetate buffer (50 mM, pH 5.0) for 8 h in a rocking bed. After staining, the treatments were boiled in ethanol 95% (v/v) for 30 min; the ethanol was then decanted and the leaves were left immersed in glycerol (40%) in a rocking bed for 16 h and then photographed.

### Phylogenetic tree and domain analysis

Phylogenetic relations between the indicated ERFs-VII were performed with MEGA 6.0 software for the Mac^74^. Full-length amino acid coding regions were downloaded at NCBI from previous reports^23^,^33^,^35^, aligned using MUSCLE and then a phylogenetic tree was built by the neighbour-joining method (Poisson correction, pairwise deletion of gaps). Domain analysis was performed manually and MEME-assisted^75^ following the models published for *Arabidopsis*^15^.

## Additional Information

**Accession codes**: GEO submission GSE74222.

**How to cite this article**: Rivera-Contreras, I. K. *et al*. Transcriptomic analysis of submergence-tolerant and sensitive *Brachypodium distachyon* ecotypes reveals oxidative stress as a major tolerance factor. *Sci. Rep.* **6**, 27686; doi: 10.1038/srep27686 (2016).

## Supplementary Material

Supplementary Information

Supplementary Information

Supplementary Information

Supplementary Information

Supplementary Information

Supplementary Information

## Figures and Tables

**Figure 1:**
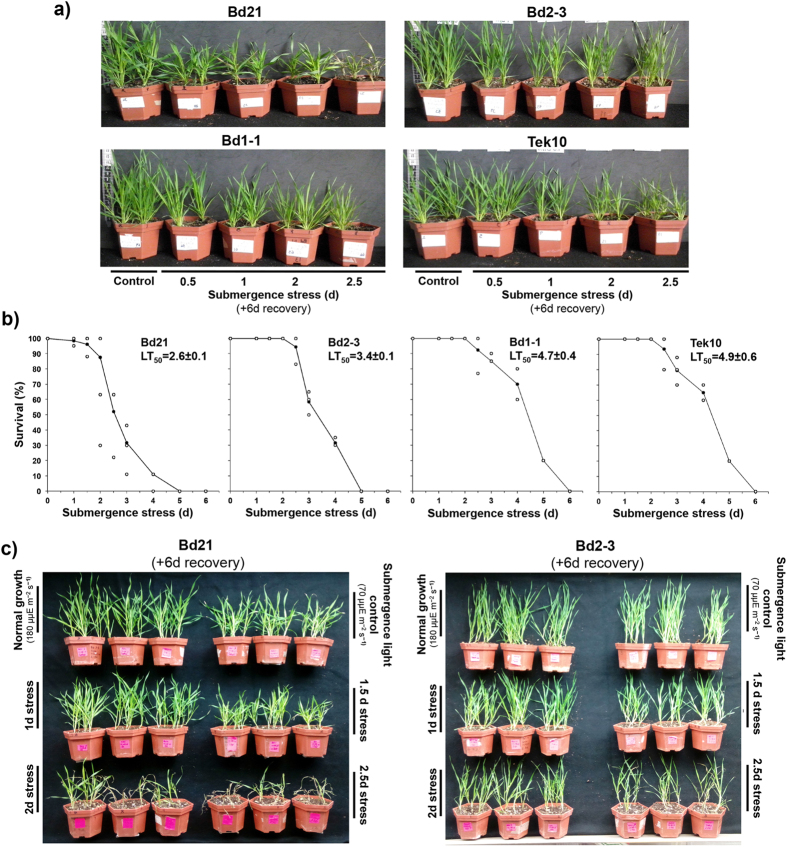
Survival of *Brachypodium distachyon* ecotypes after submergence stress. (**a**) Representative 20-day-old plants of each ecotype 6 d after being removed from the indicated submergence stress length. (**b**) Survival expressed as the median lethal time (LT_50_ ± S.D.) of each ecotype 6 d after being rescued from the indicated submergence stress. Each dot is an independent experiment. LT_50_ was calculated from three independent experiments in which all the ecotypes were present (n = 15 plants). (**c**) Phenotypic responses of the ecotypes selected for transcriptomic comparison (Bd21 and Bd2-3) to different lengths of time of submergence stress. Bd21 and Bd2-3 were considered as sensitive and tolerant ecotypes, respectively. Submergence light control and 2 d stress mRNAs were used for RNA-Seq and considered as the control (c) and stress (s) transcriptomes, respectively.

**Figure 2:**
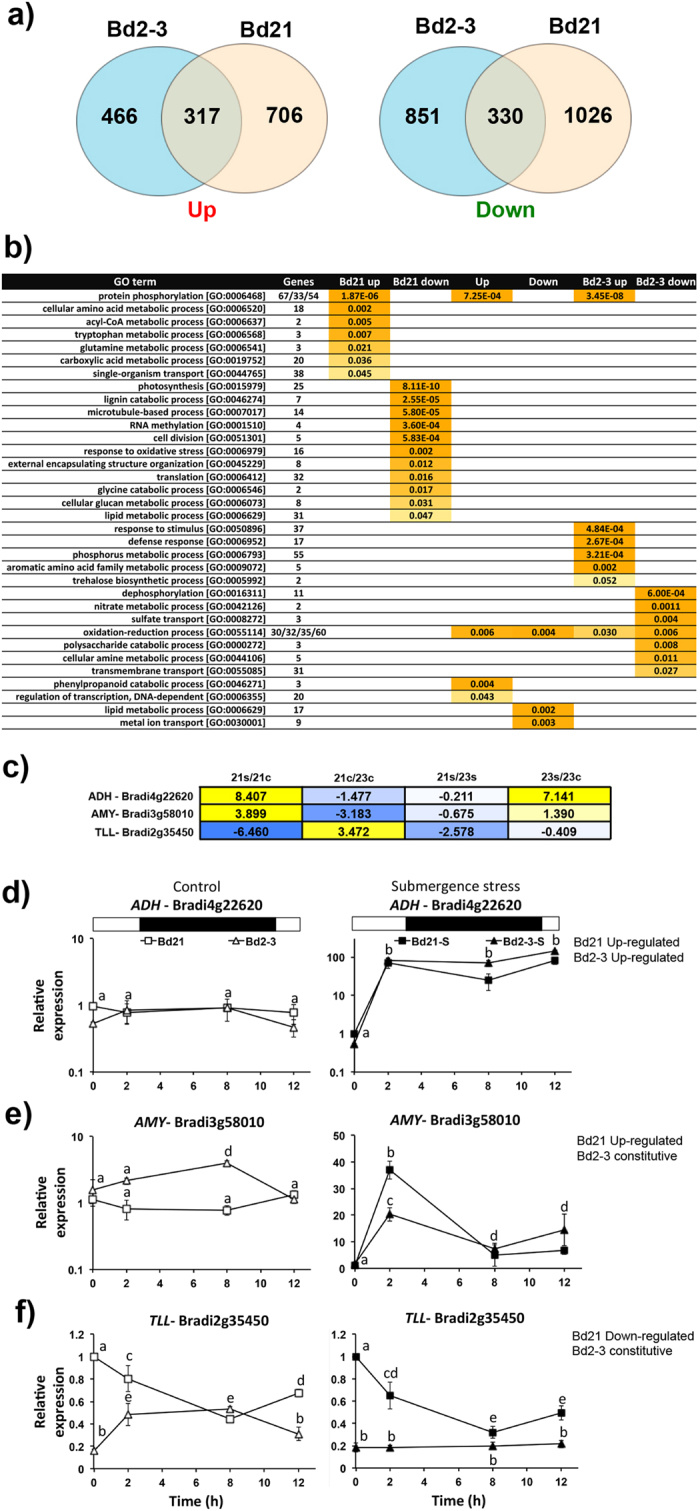
Transcriptome mobilization in the sensitive and tolerant ecotypes of *Brachypodium distachyon*. (**a**) Venn diagrams showing the number of commonly and exclusively up- and down-regulated transcripts in the ecotypes after 2 d submergence stress. Data obtained by RNA-Seq from three independent experiments (for each ecotype, n = 5 plants). (**b**) Gene ontology categories commonly and exclusively up- or down-regulated in the Bd21 and Bd2-3 ecotypes (p ≤ 0.05). (**c**) Log_2_FC of all four possible comparison categories of the selected transcripts representing three different groups to compare Bd21 and Bd2-3: Up–Up (commonly up-regulated; *ADH*), Up–Cons (up-regulated in Bd21, constant in Bd2-3; *AMY*) and Down–Cons (down-regulated in Bd21, constant in Bd2-3; *TLL*). (**d–f**) Transcript dynamics during the first 12 h of submergence stress, of *ADH* (**d**), *AMY* (**e**) and *TLL* (**f**). qPCR was used and the constitutive gene was *UBIQUITIN* (Bradi1g32860). Bd21 control at time 0 was selected as the relative expression (=1). The white and black symbols indicate control and submergence stress treatments, respectively. Data are the mean ± S.E. of three independent experiments with two technical repeats; letters indicate differences between the ecotypes and submergence times indicated (two-way ANOVA, P-value < 0.05).

**Figure 3:**
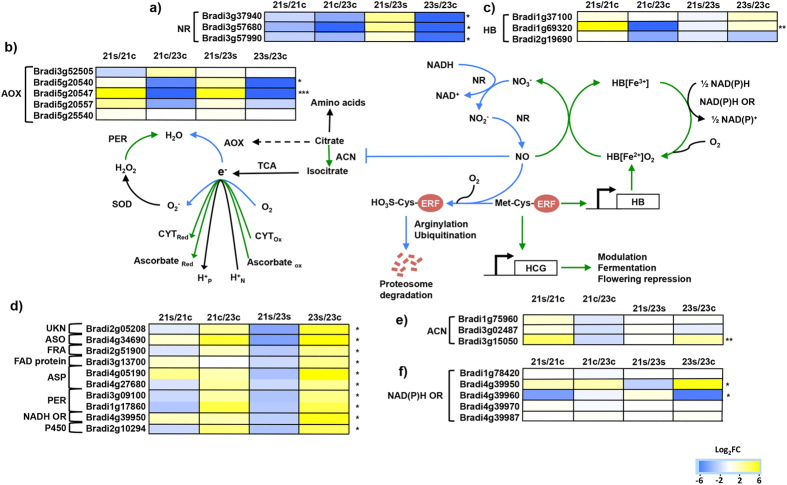
Integration of differentially expressed transcripts related to ROS management in tolerant and sensitive ecotypes of *Brachypodium distachyon* under submergence stress. (**a**) *NITRITE REDUCTASE* (NR). (**b**) *ALTERNATIVE OXIDASE* (AOX). (**c**) *HAEMOGLOBIN* (HB). (**d**) Transcripts involved in different ROS end-detoxification pathways: UKN (unknown), ASO (*ASPARTATE OXIDASE*), FRA (*FRATAXIN*), ASP (*ASCORBATE PEROXIDASE*), PER (*PEROXIDASE*). (**e**) *ACONITASE* (ACN). (**f**) NAD(P)H oxidoreductase (OR). Blue indicates down-regulation and yellow indicates up-regulation in Log_2_FC values after 48 h stress measured by RNA-Seq. The letters s and c indicate stress and controls, and the numbers 21 and 23 indicate Bd21 and Bd2-3, respectively. The green and blue arrows indicate up- and down-regulated activity in tolerant Bd2-3. *Significantly up- or down-regulated in Bd2-3,**significantly up- or down-regulated in Bd21,***significantly and inversely regulated in Bd2-3 and Bd21 (FDR < 0.05 × 10^−5^; Log_2_FC ≥ 1.5 or ≤ −1.5). Acronyms: SOD (superoxide dismutase), HCG (hypoxia core genes), TCA (tricarboxylic acid cycle), ERF (ethylene responsive factor), and NO (nitric oxide).

**Figure 4:**
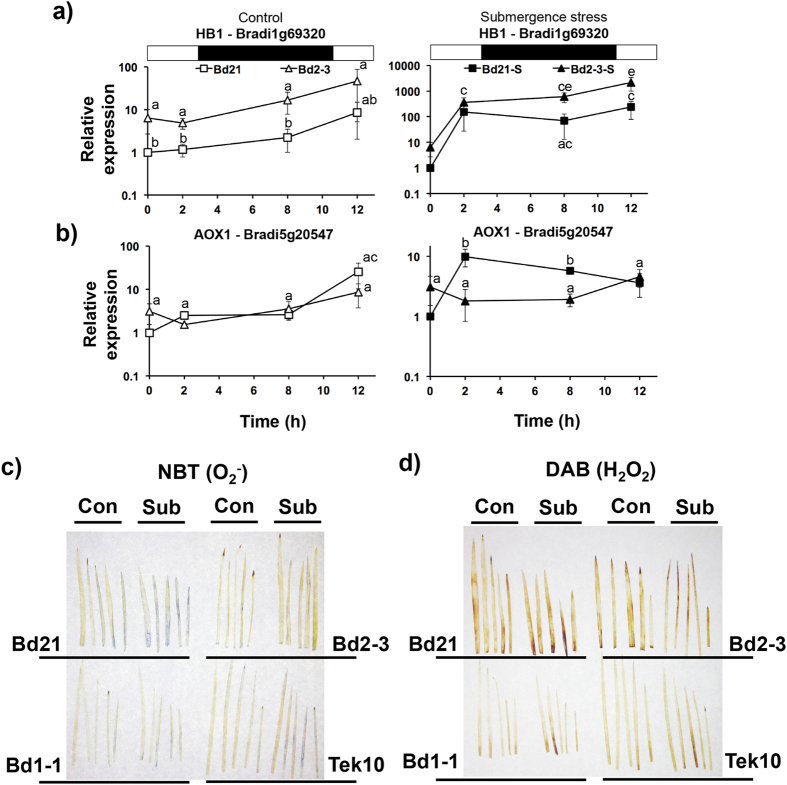
Expression of transcripts coding for ROS scavenging proteins and ROS detection in leaves of submergence-sensitive and submergence-tolerant ecotypes of *Brachypodium distachyon*. (**a,b**) Transcript dynamics during the first 12 h of submergence stress of *HB1* (**a**) and *AOX1* (**b**). qPCR was used and the constitutive gene was *UBIQUITIN* (Bradi1g32860). Bd21 control at time 0 was selected as the relative expression (=1). The white and black symbols indicate control and submergence stress treatments, respectively. Data are the mean ± S.E. of three independent experiments with two technical repeats; letters indicate differences between the ecotypes and submergence times indicated (two-way ANOVA, P-value < 0.05). (**c,d**) Leaves from the submergence stress sensitive (Bd21) and tolerant (Bd2-3, Bd1-1 and Tek10) ecotypes after 24 h submergence stress and the respective controls showing *in situ* presence of superoxide (**c**) and hydrogen peroxide (**d**), as a result of NBT and DAB staining, respectively.

**Figure 5:**
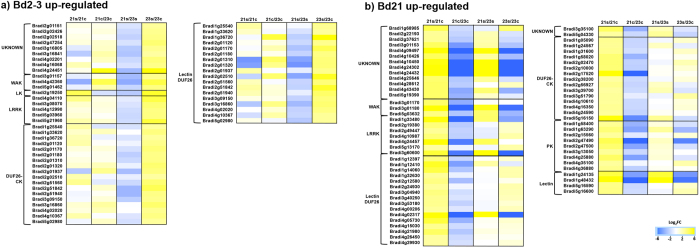
Differentially expressed transcripts coding for phosphorylation signalling cascades in sensitive and tolerant ecotypes of *Brachypodium distachyon*. (**a,b**) Blue indicates down-regulation and yellow indicates up-regulation in Log_2_FC values after 48 h stress, measured by RNA-Seq. Significantly (FDR < 0.05 × 10^−5^) up-regulated (Log_2_FC ≥ 1.5) transcripts in the tolerant Bd2-3 ecotype (**a**) and the sensitive Bd21 ecotype (**b**). Enzyme acronyms: WAK (wall-associated kinase), LK (light-repressible kinase), LRRK (leucine-rich repeat kinase), DUF26-CK (domain of unknown function 26 cysteine-kinase), and PK (protein kinase).

**Figure 6:**
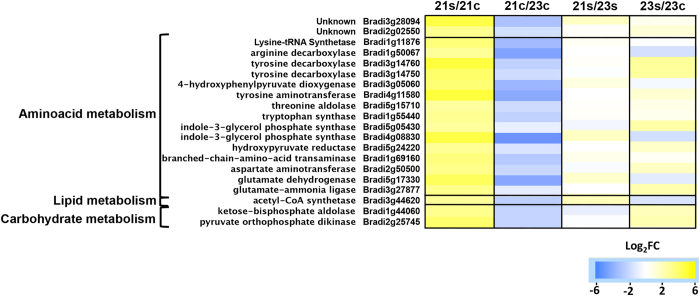
Transcripts grouped in carboxylic acid metabolic processes (GO:0019752) that were up-regulated in *Brachypodium distachyon* Bd21 ecotype. Significantly (FDR < 0.05 × 10^−5^) up-regulated (Log_2_FC ≥ 1.5) in sensitive Bd21 after 48 h of submergence.

**Figure 7:**
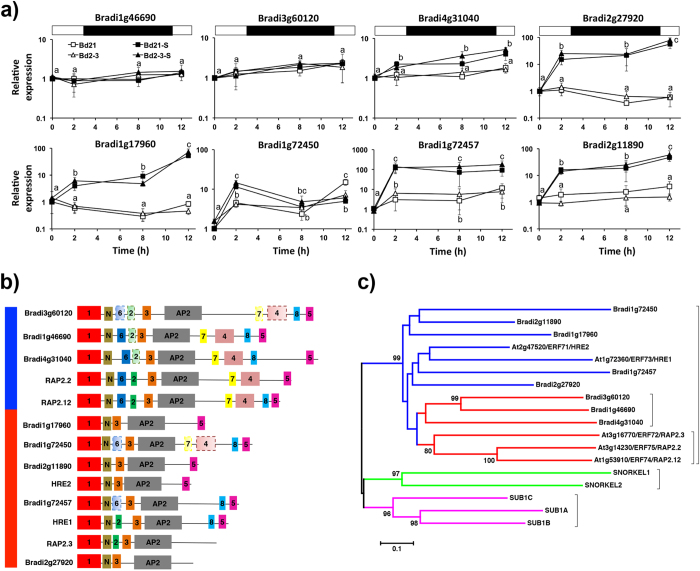
Characterization of *Brachypodium distachyon* group VII *ETHYLENE RESPONSIVE FACTORS* transcriptionally active during submergence stress. (**a**) Transcript dynamics during the first 12 h of submergence stress of ERFs-VII transcripts is indicated. qPCR was used and the constitutive gene was *UBIQUITIN* (Bradi1g32860). Bd21 control at time 0 was selected as the relative expression (=1). The white and black symbols indicate the control and submergence stress treatments, respectively. Data are the mean ± S.E. of three independent experiments with two technical repeats; letters indicate differences between the ecotypes and submergence times indicated (two-way ANOVA, P-value < 0.05). No statistical differences were detected among the ecotypes. (**b**) Domain architecture of *Brachypodium* ERFs-VII following previously published motifs^15^. The blue and red bars indicate constitutive and inducible expression during submergence stress. (**c**) Phylogenetic tree based on the amino acid sequence of *Arabidopsis, Brachypodium* and rice SUB1 and SNORKEL ERFs-VII. The blue and red bars indicate inducible and constitutive expression during submergence stress. The numbers are bootstrap values after 1000 replicates (≥80).

**Table 1:** *Brachypodium distachyon* ecotypes studied and their phenotypic characteristics.

Ecotype	Photosystem activity under drought^a^	Leaf water content under drought^b^	Leaf biomass accumulation^c^	Flowering time^c^	Genotype class^c^	Submergence tolerance^d^
Bd21	Moderate	Moderate	Low	Early	1	Low
Bd2-3	Low	Low	Low	Medium	3	Moderate
Bd1-1	High	High	Moderate	Late	2	High
Tek10	High	High	High	Late	–	High

^a^Reported as Fv/Fm ratio^45^.

^b^Reported in^45^.

^c^Reported in^46^, except Tek^10^.

^d^Defined in this study.

How the deposited data were processed for this re-analysis (not part of the article)

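Whole aerial tissue of Brachypodium distachyon Bd21 and Bd2-3 was sequenced as RNA in 12 libraries, 3 for each of 4 groups, control and submerged plants of each ecotype, with 5 plants pooled in a library. The groups follow the labels of the samples, which give the ecotype, the treatment and a time of 48 h. The record of the series gives 24 h for the same plants, and light, age and the start of submergence also differ between the paper and the records. The columns of the deposited table give the group of a library and no replicate number, so libraries are named by group and by the order of their columns (column 1, 2 or 3).

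The authors processed reads with Casava 1.7, trimmed them with Trimmomatic, aligned them with TopHat2 (fr-firststrand) to the Bd21 genome from Phytozome, counted reads per gene with HTSeq and left out low genes, with no versions given for the last tools. The expression signal of the deposited table is CPM of 20743 genes, made by the authors in edgeR from reads per gene over an effective library size, that is the library size times a scaling factor. Columns of this signal sum to between 0.840 and 1.113 times what CPM without such a factor would. The deposited table also holds log2 fold changes of 6 comparisons of groups, made by the authors with a GLM in edgeR, and the FDR of the same comparisons, made by the authors from its p-values. These columns were used only to compare counts with those in the paper, and all other values come from the CPM. Definition lines, ortholog groups with MapMan bins and best hits in Arabidopsis were read as annotation: 13642 genes have a bin in the ortholog table, 17742 in the gene table, and 18148 have an Arabidopsis hit. A deposited list of library codes was not used, since the columns carry no codes.

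Each CPM was a whole number of reads over the effective library size within a tolerance of 0.001 reads for 100% of the genes in each library, so reads were recovered and their totals taken as depth. These were 13626798 to 28882473 reads per library and 267495361 in all. The 10 most abundant genes took from 4.95% to 8.72% of the reads of a library. A gene with no read in the 3 libraries of a group was given a floor of 3 reads over the group, a fold against it is written as a bound, and with 1 to 3 reads a 95% exact interval for the ratio of counts is given. Such intervals and bounds cover counting error only. Pearson correlations of log2 CPM across genes between libraries of a group were 0.979 to 0.995.

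Genes with at least 1 CPM in at least 3 libraries were kept (20258, with 485 below) and tested with limma 3.58.1 on log2(CPM + 0.5), with a mean for each of 4 groups in a single fit of all 12 libraries and a trend of the variance with expression (eBayes, trend). The contrasts were submerged against control in each ecotype, Bd21 against Bd2-3 in the controls and in the submerged libraries, 2 contrasts that cross ecotype and treatment, and the interaction, the response of Bd2-3 minus that of Bd21. P-values were adjusted by Benjamini-Hochberg over all genes tested in each contrast. The criteria of the paper's Results, an adjusted p under 5e-05 and an absolute log2 fold change over 1.5, were applied for its counts, and an adjusted p under 0.05 elsewhere. The scaling of the authors was kept: TMM factors computed again moved the median of all genes by 0 on the log2 scale, and leaving it out moved it by −0.28 in Bd21 and −0.17 in Bd2-3. Work was done in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

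In simulated data made from these libraries, with 200 changed genes, limma found 86% of 2-fold changes in Bd21, 82% in Bd2-3, 79% between the controls and 80% between the submerged groups, and 98% to 100% of 4-fold changes, while it called 7 to 15 unchanged genes. The list test was tested on 41 lists made the same way.

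Gene lists were fixed before the data were examined from MapMan bins of the ortholog table, and 25 were tested: light reactions, Calvin cycle, ribosomal proteins, fermentation, glyoxylate cycle and gluconeogenesis, TCA cycle, glycolysis, nitrogen metabolism, sucrose and starch degradation, lipid degradation, amino acid degradation, aromatic amino acid synthesis, DUF26 receptor kinases, wall-associated kinases, biotic stress, WRKY factors, peroxidases, ascorbate and glutathione, ethylene, heat stress, cell wall, phenylpropanoids, autophagy, dividing tissue and, from annotation text, root markers. A list of core hypoxia genes had also been planned, but the annotation has no column that marks them, and it was not analysed here. Lists were tested with camera, with a preset correlation of 0.01 and again with the correlation estimated, and p-values were adjusted over 100 tests, 25 lists in 4 contrasts. The interactions of the 25 lists were adjusted apart from these, over 25 tests. With the correlation estimated no list passed, the lowest adjusted p being 0.548 over the 100 tests and 0.530 over the interactions. Counts within a list are given over all genes and adjusted over the list alone. GO terms the paper names were tested for enrichment in the classes of genes it defines, with a one-sided hypergeometric test over the 10701 tested genes with any term and 42 tests adjusted together. These tests were added after the files were read, and they take genes as independent. The GO lists of the paper's Table S4 that are complete in the copy used were described and not tested. Families of enzymes were summed per library and compared with a two-sided exact permutation test of the 20 orderings of 3 against 3 libraries, whose smallest p is 0.1.

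Genes were named by a rule also fixed then: (a) each gene the paper prints by ID and (b) each gene it names without one, found by annotation, 89 in all, of which 87 are in the table; (c) the 8 highest and 8 lowest log2 fold changes of the ecotype and submergence contrasts by the paper's criteria, with a mean of at least 10 CPM in the higher group and no overlap of libraries; and (d) up to 4 abundant members of each list that passed an adjusted p under 0.05. This gave 207 genes, 205 of them tested. Some of their values in the paper's text and tables had been seen by then.

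The alternatives planned then were a pseudocount of 0.1 or 1 CPM, no filter, a mean of at least 5 CPM, CPM rescaled by TMM or by DESeq2 size factors, edgeR's quasi-likelihood test and DESeq2's Wald test on the recovered reads, only the libraries of the groups compared, each library left out in turn, other thresholds for the paper's criteria, stricter bounds for genes that are on or off, and sums rescaled by TMM. The replicate number as a block was not fitted, because the columns carry none and none was assigned from read totals. A further 3 were added after the data were seen: CPM without the authors' scaling, all libraries but the 4 mixed ones, and lists from the bins of the gene table. Other splits of the same libraries were also counted. The paper's qPCR, staining and growth data were not analysed here, nor was a RefSeq annotation of the genome, whose gene names do not match those of the table.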

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

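The crossing of genes between treatments, the mapping rates, the cross-talk between libraries and the counts over other splits were tests chosen after the result was seen. The tests of genes missing from the Bd2-3 genome and of the treatment of the mixed material were set before their results.

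The responses of the 2 ecotypes to submergence differed by the test of the interaction, the response of Bd2-3 minus that of Bd21, for 9810 of 20258 genes, 4939 with a positive and 4871 with a negative difference. Among genes of nitrogen and redox metabolism the log2 difference was negative for the nitrate reductases Bradi3g57680 (−6.45) and Bradi3g37940 (−4.18), the nitrite reductase Bradi3g57990 (−2.62), the haemoglobins Bradi1g69320 (−5.29) and Bradi2g19690 (−1.24), the glutamine synthetase Bradi3g27877 (−0.56), the glutamate dehydrogenase Bradi5g17330 (−3.22) and the alternative oxidases Bradi5g20540 (−4.36), Bradi5g20547 (−4.06) and Bradi5g20557 (−2.65). It was positive for the alternative oxidase Bradi3g52505 (0.97), the peroxidases Bradi1g17860 (2.54), Bradi4g27680 (2.46), Bradi3g09100 (2.47) and Bradi4g05190 (1.68), the P450 Bradi2g10294 (2.80), the frataxin Bradi2g51900 (2.51), the cytokinin oxidase Bradi2g05208 (2.44), the FAD-binding protein Bradi3g13700 (0.95), Bradi4g34690 (3.41), which has a bin of simple phenols, and Bradi4g39950 (1.72), annotated as an oxidase. Bradi2g19690 had means under 3 CPM in all 4 groups.

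Enzymes of amino acids and of carbon differed too. Negative differences were found for the transaminases Bradi1g20995 (−0.88), Bradi3g23160 (−1.22), Bradi2g50500 (−0.94), Bradi1g69160 (−1.82) and Bradi4g11580 (−2.37), the glutamate decarboxylase Bradi3g37830 (−1.55), the dioxygenase HPD Bradi3g05060 (−2.50), the tryptophan enzymes Bradi4g08830 (−3.93) and Bradi1g55440 (−1.47), the decarboxylases Bradi1g50067 (−2.66) and Bradi3g14760 (−1.12), the threonine aldolase Bradi5g15710 (−1.11), the phosphoglycerate dehydrogenase Bradi5g24220 (−0.81), and the tRNA synthetases Bradi1g11876 (−1.65) and Bradi3g28094 (−1.41). So they were for the aconitases Bradi1g75960 (−0.66), Bradi3g15050 (−1.07) and Bradi3g02487 (−1.02), the malate synthase Bradi5g13940 (−1.59), the dikinase Bradi2g25745 (−1.06), the acyl-CoA ligase Bradi3g44620 (−2.38), the amylase Bradi3g58010 (−1.91), the aldehyde dehydrogenase Bradi4g31310 (−1.28), the dicarboxylate transporter Bradi4g33550 (−1.93) and Bradi1g44060 (−1.08), with a bin of 6-phosphogluconate dehydrogenase. Positive ones were found for the glutamate decarboxylase Bradi1g10480 (0.74), the DHAP synthases Bradi1g21330 (0.75) and Bradi1g60750 (1.49), the lactate dehydrogenase Bradi3g15560 (0.73), the Rubisco small subunits Bradi3g26391 (1.05) and Bradi4g08500 (0.70), the lipase Bradi2g35450 (4.66), and the regulators Bradi1g72457 (0.68), Bradi4g31040 (0.90), Bradi1g43670 (1.34) and Bradi3g56260 (1.99). Of the FT genes, Bradi1g38150 (1.97) was positive, with no read in submerged Bd21, and Bradi4g35040 (−2.06) negative, with 1 read in submerged Bd2-3. EdgeR, DESeq2 or a pseudocount of 0.1 CPM gave differences over 1.5 times as large for Bradi1g17860, Bradi1g38150, Bradi2g05208, Bradi3g28094, Bradi4g05190, Bradi4g34690, Bradi4g35040, Bradi4g39950 and Bradi5g20547. Of the other 118 named genes 66 also had an interaction with an adjusted p under 0.05.

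Of 25 gene lists, 4 differed between the responses. The median log2 difference was 0.46 for light reactions, 0.58 for ribosomal proteins, 0.84 for peroxidases and 0.43 for the cell wall list, where 82 of 193 genes were positive and 30 negative (adjusted p = 0.001). All 4 calls were lost with an estimated correlation (adjusted p = 0.530 for peroxidases and 0.739 for each of the other 3).

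With other splits of the libraries, limma called 0 genes in the 9 other splits of each comparison of 3 with 3 libraries, where the real one gave 13247 for submergence in Bd21, 11264 in Bd2-3, 10509 between the controls and 4391 between the submerged groups. At an unadjusted p under 0.05 the highest of the other splits had 1561, 621, 3746 and 1523 genes in the same order. These 10 splits are too few for a share under 0.05, as only 1, the real one, is as large. For the interaction, ecotype labels were permuted within each treatment, and 100 of 200 possible splits were counted. Only 1, the real one, gave as many as 9810 genes. These splits set the real grouping against random ones, and cannot tell a difference in response from exchanged labels or mixed libraries. The highest other split gave 6421, a count that points to structure among the libraries.

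Of 76 genes on in the control libraries labelled Bd2-3 (at least 1 CPM in each) and off in those labelled Bd21 (at most 0.1 CPM), 59 (77.6%) were on under submergence in the libraries labelled Bd21 and off in those labelled Bd2-3, while 0 kept the pattern of their label. An exchange of ecotype labels in one treatment may be behind this: by the paper's Table S1 the Bd21 libraries map better than Bd2-3 in the controls, and in the submerged groups worse by at least 0.53 percentage points, and with the submerged labels exchanged 3 genes in place of 829 had an interaction by the paper's criteria, and 6178 in place of 9810 at an adjusted p under 0.05. The crossing share lies under the 90% set for an exchange, and with stricter bounds 4 of 9 genes crossed (44.4%). The others did not keep the pattern of their label either. Of the 76, 16 met neither pattern and 1 was off in all submerged libraries, and of the 9, 5 met neither. A share under 90% is thus no evidence for the labels as given, and it cannot tell an exchange from an ecotype-specific response. Of 68 genes on in submerged Bd21 and off in submerged Bd2-3, the same 59 crossed and 0 kept the pattern. Across genes, the responses of the ecotypes to submergence correlated at r = 0.249 with the labels as given. With the submerged labels exchanged this was r = 0.661, genes not being independent replicates. These values go the way of an exchange, but do not exclude an ecotype-specific response. Genes absent from the Bd2-3 genome would be off in Bd2-3. In the controls 2 genes were off there and on in Bd21, against 76 the other way, and under submergence 68 against 0. This settles neither reading: the 2 and the 0 count genes off in all 3 libraries of the groups that hold the 4 mixed ones. Of 13205 genes at 5 CPM or more in all Bd21 control and submerged Bd2-3 libraries, 31 had no read in the Bd2-3 control of column 2. In those of columns 1 and 3, which are mixed, 0 had none. The labels were kept as given and a response that differs between the ecotypes stays open and untested: the paper's qPCR of new plants over the first 12 h, not analysed here, runs with the labels for HB1 in the controls, for the rise of AOX1, Bradi5g20547, in Bd21 and for the response of TLL1, and against them in an AOX1 that stays level in Bd2-3, where it fell here, and in more TLL1 in submerged Bd21 than in submerged Bd2-3 (Fig. 2f, read by eye), which does not settle it.

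Of 13205 genes at 5 CPM or more in all libraries labelled Bd21 control and Bd2-3 submerged, 13 had at most 3 reads in column 1 of submerged Bd21, and the Bd2-3 controls of columns 1 and 3 held these at 20.8% and 25.6% of that level and column 2 at 0%. A set of 56, which holds these 13, had at most 3 reads in column 2 of the Bd2-3 controls, and stood at 29.1% and 30.4% in submerged Bd21 of columns 2 and 3 and at 2.77% in column 1. Plants or RNA of the other kind from the same treatment may have entered these 4 libraries: the levels followed the same treatment more closely, with the smallest difference of SD 0.093 log2 units (95% interval −0.069 to 0.270) and the next 0.136 (−0.086 to 0.384) in the controls, and 0.359 (0.231 to 0.472) and 0.357 (0.178 to 0.513) in the submerged ones. Cross-talk of reads stays open too: in the 6 other libraries the highest median share was 0.0%, but most of the genes looked at had already been seen to be off there. Variation between plants of a seed lot stays open and was not tested.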

How the results depend on the processing

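The values without the 4 mixed libraries, on CPM without the authors' scaling and with bins of the gene table come from tests chosen after the result was seen.

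Each group has 3 libraries of 5 pooled plants, and CPM near 0 rests on few reads: 1 read was 0.0298 to 0.0787 CPM. No paired analysis was possible because the columns of the table carry no replicate number and none was assigned from read totals, so the alternative with the replicate as a block was not run.

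Of the counts under alternatives set beforehand, 443 stayed within 1.5 times their value and 71 did not, and of those under added ones 25 did and 20 did not. All 112 and 16 family sums stayed within the spread of the libraries. Among gene lists, 2061 results stayed on their side of the threshold, 19 passed it and 20 lost it under the former, and 278, 12 and 10 under the added ones. Among named genes the numbers were 20818, 190 and 426 with 1 reversal, and 1789, 43 and 213 with 5.

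With only the groups compared in each fit, which leaves fewer libraries for the variance, the paper's criteria gave 449 genes higher and 350 lower in Bd21, 23 between the controls, 154 higher in both ecotypes, 295 higher in Bd21 only, 79 lower in both and 271 lower in Bd21 only. At an adjusted p under 5e-07 they gave 323 higher and 181 lower in Bd21, 254 and 338 in Bd2-3, 90 between the controls, 68 between the submerged groups and 176 for the interaction. The stricter bound left 119 higher in both, 204 in Bd21 only and 135 in Bd2-3 only, and 44, 137 and 294 lower. With an absolute log2 fold change over 1 and an adjusted p under 0.05, a looser bound, they gave 1994 higher and 2502 lower in Bd21, 1696 and 1932 in Bd2-3, 2758 between the controls, 1027 between the submerged groups and 4172 for the interaction. In that order of classes 690, 1304 and 1006 were higher and 725, 1777 and 1207 lower.

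Requiring a mean of at least 5 CPM tests fewer genes, and gave 466 lower in Bd21, 460 lower in Bd2-3, 367 between the controls, 70 between the submerged groups, 426 for the interaction, 372 higher in Bd21 only, 192 higher in Bd2-3 only, 336 lower in Bd21 only and 330 lower in Bd2-3 only. DESeq2 gave 1348 lower in Bd21, 1320 between the controls, 348 between the submerged groups, 1778 for the interaction, 473 higher in Bd2-3 only, 345 lower in both and 1003 lower in Bd21 only (the cause was not tested). The correlation across genes of the ecotype difference in controls and submerged libraries, −0.51, was −0.63 in DESeq2 and −0.62 in edgeR (the cause was not tested). With genes on at 5 CPM or more and off at no read, 4 genes of each set crossed between treatments, as fewer genes meet these bounds.

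CPM without the authors' scaling gave 1363 lower in Bd21, 280 lower in both and 1083 lower in Bd21 only. In Bd21 it reversed Bradi1g32860 (−0.29), Bradi1g78420 (−0.18), Bradi3g05490 (−0.081) and Bradi3g59970 (−0.029), in a setting that moves the median of all genes by −0.28. Without the 4 mixed libraries, where the lone library of a group is assumed to vary like the other groups, the paper's criteria gave 118 higher and 143 lower in Bd21, 232 and 167 in Bd2-3, 217 between the controls and 405 for the interaction. Its classes held 38, 80 and 194 higher and 13, 130 and 154 lower genes (both, Bd21 only, Bd2-3 only). An adjusted p under 0.05 gave 7245 in Bd2-3, 6664 between the controls, 1961 between the submerged groups, 2420 for submerged Bd21 against the Bd2-3 controls and 6096 for the interaction, with fewer libraries, and HB1, Bradi1g69320, had −0.12 in Bd2-3.

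Leaving out each library in turn gave 292 (without the Bd21 control of column 1) to 1066 genes (without that of column 2) between the controls by the paper's criteria, and 2138 (without submerged Bd21 of column 1) to 5455 (without the Bd21 control of column 2) between the submerged groups at an adjusted p under 0.05. By the paper's criteria it gave 446 (without submerged Bd2-3 of column 3) to 1173 (without the Bd21 control of column 2) for the interaction, 199 (without submerged Bd2-3 of column 3) to 333 (without the Bd21 control of column 3) higher in Bd2-3 only, and 419 (without the Bd21 control of column 1) to 807 (without that of column 2) lower in Bd21 only. Bradi2g18106 in Bd21 ranged from −1.33 (without the Bd21 control of column 3) to 0.68 (without that of column 2), a reversal. The cause of these moves was not tested.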

Differences from the paper's values

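All tests of this part but the CPM without the authors' scaling, chosen after the result was seen, were planned.

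The paper gives 466 genes higher in Bd2-3 only, and 299 were found at its Results' thresholds. Of the alternatives set before the data were examined, DESeq2 (473), only the groups compared (342) and leaving out the Bd21 control of column 2 (320) or 3 (333) or submerged Bd21 of column 1 (331) come within 1.5 times of it. The pseudocounts, both filters, both rescalings, edgeR, both other thresholds and the other 9 libraries left out do not. For genes lower in both ecotypes the paper gives 330 and 177 were found. DESeq2 (345) closes this, and no other alternative set beforehand does. CPM without the authors' scaling, chosen after seeing the values, gives 280, and how many of the paper's genes it drops was not counted. The paper gives 1026 lower in Bd21 only, and 662 were found. EdgeR (695), DESeq2 (1003) and leaving out the Bd21 control of column 2 (807) or the Bd2-3 control of column 2 (699) close this, as does 1083 without the authors' scaling, chosen after seeing the values. The other pseudocounts, filters, rescalings and thresholds, only the groups compared and the other 10 libraries left out do not. The authors' deposited FDR under 5e-07, the threshold of the paper's Methods, with a log2 fold change over 1.5 gives 317, 706 and 466 genes higher and 330, 1026 and 851 lower, each equal to the paper's count. At 5e-05 it gives 350, 773 and 564 higher and 416, 1206 and 904 lower. The paper's counts thus belong to the bound of 5e-07. At that bound the fit here gave 119, 204 and 135 higher and 44, 137 and 294 lower. The paper's count is over 1.5 times as large in each class.

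The paper gives a log2 fold change of 8.1 for HB1, Bradi1g69320, in Bd21, and 6.15 was found. It gives about 8.4 for ADH1, Bradi4g22620, in Bd21 (Fig. 2c, read by eye) against 7.47, and about 7.1 in Bd2-3 (Fig. 2c, read by eye) against 6.74. For AMY1, Bradi3g58010, in Bd21 it shows about 3.9 (Fig. 2c, read by eye) against 3.16, and for TLL1, Bradi2g35450, about −6.5 (Fig. 2c, read by eye) against −4.90. A gap counts as closed here when it is no larger than the standard error of the log2 fold change in the same fit. EdgeR closes each (HB1 8.13, ADH1 8.41 and 7.14, AMY1 3.92, TLL1 −6.48), and so does DESeq2 (HB1 8.17, ADH1 8.41 and 7.14, and AMY1 and TLL1 within 0.01 of the figure's values). A pseudocount of 0.1 CPM closes ADH1 (8.19 and 7.04) and AMY1 (3.74) but not HB1 (7.45) or TLL1 (−5.93). Leaving out submerged Bd2-3 of column 1 brings ADH1 in Bd2-3 to 6.85, where a gap remains but lies within the standard error of that fit, which has fewer libraries. A pseudocount of 1 CPM, both filters, both rescalings, only the groups compared and the other libraries left out close none.

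The paper gives ICL rank 7 by CPM under submergence, and 11 was found. It counts 35 oxidation-reduction genes higher in Bd2-3 only, and 22 were found. No alternative was run for either.

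The paper finds CO and FT lowered and no difference between the ecotypes for the flowering genes CO and FT. The CO gene Bradi1g43670 rose in Bd2-3 by 1.10 (adjusted p = 0.000513) and not in Bd21 (−0.24, adjusted p = 0.303), with an interaction of 1.34 (adjusted p = 0.00204), and 1.10 lies under the paper's bound of 1.5. The other CO gene, Bradi3g56260, fell in Bd21 (−1.98, adjusted p = 8.21e-07), as the paper states, and did not pass in Bd2-3 (0.02, adjusted p = 0.940). The FT gene Bradi4g35040 had an interaction of −2.06 (adjusted p = 0.000446), and each of the 4 CO and FT genes had one with an adjusted p under 0.05. Bradi1g67980, matched to HAP5A, did not differ by this test (adjusted p = 0.984). Among transcripts of unknown function, the paper names the lowered genes of Bd21 as the smallest group and the raised genes of Bd21 as the largest. By MapMan bins the smallest class was that lowered in both, with 39 genes, and the largest that lowered in Bd2-3 only, with 291.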

Other observations

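The values with bins of the gene table (the other bins), without the authors' scaling and without the 4 mixed libraries come from tests chosen after the result was seen.

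Genes of ethylene, a hormone that gathers in submerged tissue, went both ways. Of 61, 26 were higher and 19 lower in Bd21 (adjusted p = 0.347), and 23 and 13 in Bd2-3 (24 and 14 over the list alone, adjusted p = 0.184, in edgeR 0.0130 and with the other bins 0.0465). Bd21 was higher for 16 and lower for 15 in the controls (adjusted p = 0.912) and for 1 and 10 under submergence (adjusted p = 0.234). ACO4, Bradi4g31820, which makes ethylene, fell in Bd21 from 274 ± 20.9 to 125 ± 10.5 CPM and in Bd2-3 from 211 ± 4.10 to 157 ± 5.27 CPM (n = 3), log2 fold changes of −1.13 and −0.43. Of 123 heat stress genes 44 were higher and 32 lower in Bd21 (42 and 30 over the list alone, adjusted p = 0.743) and 48 and 28 in Bd2-3 (49 and 28, adjusted p = 0.209). In the controls Bd21 was higher for 24 and lower for 31 (22 and 31, adjusted p = 0.596), and under submergence for 5 and 26 (adjusted p = 0.0122, and 0.548 with an estimated correlation).

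Cell wall genes fell as a list in Bd21, with 47 of 193 higher and 95 lower (47 and 97 over the list alone, adjusted p = 0.00516, 0.551 with an estimated correlation, and 0.0529 with a mean of at least 5 CPM). In Bd2-3 58 were higher and 50 lower (adjusted p = 0.946, median −0.08 with the test's direction higher). Bd21 controls were higher for 81 and lower for 28 (86 and 28, adjusted p = 0.00335, 0.548 with an estimated correlation), and submerged Bd21 for 8 and 31 (adjusted p = 0.0800). The last passed without submerged Bd21 of column 1 (0.0415) or 2 (0.0433) and with the other bins (0.0411). Genes of dividing tissue were higher for 33 and lower for 68 of 139 in Bd21 (adjusted p = 0.0438, 0.548 with an estimated correlation), and 36 and 33 in Bd2-3 (adjusted p = 0.946, median 0.01, mean −0.05). The Bd21 call was lost without a filter (0.0622), with a mean of at least 5 CPM (0.0850), in edgeR (0.0586) and DESeq2 (0.0596), without the Bd21 control of column 3 (0.0613) or submerged Bd21 of column 1 (0.0527), and with the other bins (0.168). Bd21 controls were higher for 53 and lower for 24 (55 and 24, adjusted p = 0.0670, without the authors' scaling 0.0372), and submerged Bd21 for 15 and 19 (18 and 20, adjusted p = 0.696).

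Autophagy, the breakdown of a cell's own parts, rose as a list in Bd21: 10 of 12 genes were higher and 0 lower (adjusted p = 0.0141, 0.548 with an estimated correlation, 0.0507 in edgeR). In Bd2-3 4 were higher and 1 lower (4 and 0 over the list alone, adjusted p = 0.259), in the controls Bd21 was higher for 1 and lower for 5 (adjusted p = 0.0670, without the Bd2-3 control of column 1 0.0416, with the other bins 0.0436), and under submergence for 2 and 1 (adjusted p = 0.912). ATG7, Bradi2g43480, rose in Bd21 from 91.3 ± 6.73 to 200.4 ± 14.3 CPM (n = 3), with an interaction of −1.39 (adjusted p = 1.59e-05). Of 63 phenylpropanoid genes, 26 were higher and 25 lower in Bd21 (adjusted p = 0.912, median −0.05, mean 0.02) and 29 and 19 in Bd2-3 (29 and 20, adjusted p = 0.315). Bd21 was higher for 18 and lower for 19 in the controls (20 and 20, adjusted p = 0.926) and for 5 and 14 under submergence (adjusted p = 0.108, without submerged Bd21 of column 1 0.0417). CCoAOMT1, Bradi3g39400, a lignin enzyme, rose by log2 fold changes of 2.38 in Bd21 and 1.13 in Bd2-3 (1.02, adjusted p = 0.0756, without the 4 mixed libraries).

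Root marker genes, sought as a sign of root tissue in aerial samples, were higher for 5 and lower for 5 of 15 in Bd21 (5 and 6, adjusted p = 0.912, median −0.24, mean 0.22) and for 4 and 1 in Bd2-3 (adjusted p = 0.524, median −0.01, mean 0.59). In the controls Bd21 was higher for 6 and lower for 5 (6 and 6, adjusted p = 0.951, median −0.10, mean 0.12), and under submergence for 0 and 2 (adjusted p = 0.196). RBOHC, Bradi4g05540, an oxidase of root hairs in Arabidopsis, rose from 0.374 ± 0.233 to 94.0 ± 10.3 CPM in Bd21 and from 0.387 ± 0.212 to 93.5 ± 11.9 CPM in Bd2-3 (n = 3). The germin Bradi3g37670 had log2 fold changes of −5.31 in Bd21 and −1.81 in Bd2-3. The latter was −1.25 without the 4 mixed libraries (adjusted p = 0.130). The bZIP factor Bradi4g02570 had a log2 fold change of −2.74 in Bd21 and 0.39 in Bd2-3 (adjusted p = 0.0270, and 0.120 without submerged Bd2-3 of column 1), with an interaction of 3.13 (adjusted p = 1.09e-07).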
